# Heterogeneity in leukemia cells that escape drug-induced senescence-like state

**DOI:** 10.1038/s41419-023-06015-4

**Published:** 2023-08-05

**Authors:** David Miller, Kyra Kerkhofs, Farnoosh Abbas-Aghababazadeh, Sahib Singh Madahar, Mark D. Minden, Josée Hébert, Benjamin Haibe-Kains, Mark A. Bayfield, Samuel Benchimol

**Keywords:** Tumour heterogeneity, Senescence, Acute myeloid leukaemia

## Abstract

Erythropoietin (EPO) suppresses drug-induced apoptosis in EPO-receptor-positive leukemia cells and allows cells to persist after drug treatment by promoting cellular senescence. Importantly a small proportion of senescent cells can re-enter the cell cycle and resume proliferation after drug treatment, resulting in disease recurrence/persistence. Using a single-cell assay to track individual cells that exit a drug-induced senescence-like state, we show that cells exhibit asynchronous exit from a senescent-like state, and display different rates of proliferation. Escaped cells retain sensitivity to drug treatment, but display inter-clonal variability. We also find heterogeneity in gene expression with some of the escaped clones retaining senescence-associated gene expression. Senescent leukemia cells exhibit changes in gene expression that affect metabolism and senescence-associated secretory phenotype (SASP)-related genes. Herein, we generate a senescence gene signature and show that this signature is a prognostic marker of worse overall survival in AML and multiple other cancers. A portion of senescent leukemia cells depend on lysosome activity; chloroquine, an inhibitor of lysosome activity, promotes senolysis of some senescent leukemia cells. Our study indicates that the serious risks associated with the use of erythropoietin-stimulating agents (ESAs) in anemic cancer patients may be attributed to their ability to promote drug-tolerant cancer cells through the senescence program.

## Introduction

Acute myeloid leukemia (AML) is a clonal malignancy arising in myeloid progenitor cells. AML remains the most lethal form of blood cancer, with a mortality of nearly 70% in patients 65 years and older. For a majority of patients who initially respond well, the disease recurs within 3 years or diagnosis or combination chemotherapy [1]; such curative intent, combination chemotherapy, often involves cytarabine and daunorubicin (DNR). Chemotherapy-induced genotoxic damage to cells results either in cell death or cellular senescence.

Senescence has traditionally been defined as a stress-induced, permanent state of cell cycle arrest, where the cells remain metabolically active and are resistant to apoptosis. Senescent cells undergo reprogramming and display a senescent-associated secretory phenotype that can regulate intrinsic and extrinsic pathways and influence tissue homeostasis [2–4]. Many endogenous and environmental stresses can promote senescence; in most cases, cellular senescence depends on the activation of the p53/p21 axis and/or the RB/p16 pathway. Previously, we reported that erythropoietin (EPO) protects murine myeloid leukemia DA3/EPOR cells from p53-mediated apoptosis, and instead promotes a senescent state [5]. Although senescence has been thought to be a favorable outcome of chemotherapy, recent reports suggest that cancer cells are able to escape from therapy-induced senescence. Hence, cellular senescence may allow cancer cells to survive during drug treatment, and escape from senescence may contribute to subsequent tumor cell expansion and patient relapse [6, 7]. Moreover, tumor cells that escape senescence have been shown to acquire a more malignant phenotype [6, 8].

Cancer relapse following chemotherapy is often associated with the acquisition of mutations in a subpopulation of cancer cells that confer drug resistance. As well, alternative epigenetic mechanisms causing drug tolerance are emerging and have clinical significance [9–11]. Mechanisms surrounding non-genetic drug tolerance are largely unknown. Recently, a stress-induced embryonic dormancy state known as embryonic diapause (from here on referred to as diapause) was found to contribute to drug resistance in colon cancer, adenocarcinoma, and AML [6, 12, 13].

EPO and erythropoiesis-stimulating agents (ESAs) have been used to manage chemotherapy-induced anemia in cancer patients [14]. Several studies have reported that treatment of anemic, non-leukemic cancer patients with ESAs increases tumor progression, tumor recurrence, thrombosis, and death [15, 16]. These serious safety concerns have resulted in the restricted use of ESAs in patients receiving chemotherapy.

Here we demonstrate that EPO protects DA3/EPOR leukemia cells from drug-induced cell death by promoting and maintaining senescence. Importantly, drug-induced cellular senescence is reversible in DA3/EPOR. Recovered cells, that in the absence of a drug, escape drug-induced senescence are heterogenous in that they display asynchronous release from senescence, varying rates of proliferation, differential responses to second round drug-treatment, and differences in gene expression. During senescence, DA3/EPOR cells undergo a partially reversible reprogramming, gaining a diapause-like phenotype and increasing expression of coagulation-related genes. Despite inter-clonal heterogeneity, RNA-seq revealed that the bulk drug-free recovered population mirrored the naïve, never drug-treated DA3/EPOR cells. We demonstrate that high expression of the senescent signature is associated with decreased survival in AML and multiple other cancers. We show that human and murine leukemia cells undergoing therapy-induced senescence depend on lysosome function and that inhibition of lysosome function with chloroquine (CQ) promotes senolysis.

## Results

### DA3/EPOR leukemia cells persist drug treatment and enter senescence

To determine whether drug-induced senescence is a reversible phenotype in transformed cells, we employed the DA3/EPOR murine myeloid leukemia cell line [17]. Previously, we demonstrated that EPO protected DA3/EPOR cells from p53-induced death upon exposure to genotoxic and non-genotoxic agents and promoted a senescence-like state [5]. EPO-supplemented DA3/EPOR cells demonstrated a ~35-fold reduced sensitivity to doxorubicin (Dox)-induced cell death compared with cells treated with Dox alone (Fig. 1A). We treated DA3/EPOR cells with Dox in the presence or absence of EPO for 24 h and cultured the cells in EPO without Dox for 3 days. On day 4 (3 days after Dox removal), we observed that 96–99% of surviving DA3/EPOR cells (Dox+/EPO+) and about 20% of drug-treated cells not supplemented with EPO (Dox+/EPO−) entered senescence on the basis of SA-β-gal staining, a well-established bio-marker of cellular senescence (Fig. 1B; Supplementary Fig. 1A–C). To determine if EPO was required to maintain the senescence phenotype, we removed EPO from the senescent cells on day 4 and cultured the cells for 2 additional days. Naïve DA3/EPOR cells in the absence of EPO remained viable, albeit had a reduced rate of proliferation. Withdrawal of EPO from senescent DA3/EPOR cells led to an ~5-fold decrease in cell viability on day 6 indicating that EPO sustains the viability and the senescence program (Fig. 1C). Dox+/EPO+-treated cells exhibited increased cell size and accumulated in the G1 and G2/M phases of the cell cycle (Supplementary Fig. 1B, D, E), two additional features associated with cellular senescence. Next, we measured the proliferative capacity of DA3/EPOR cells treated with Dox in the presence and absence of EPO by counting viable cells every 2 days, over an 8-day course. Dox+/EPO+ cells exhibited a slight decrease in viable cell number for 4 days as expected for a population of primarily senescent cells. An increase in cell number, however, was detected on day 6 and continued into day 8 concomitant with a decrease in the proportion of SA-β-gal positive senescent cells (Fig. 1D; Supplementary Fig. 1C). By 9 days post-dox, the levels of SA-β-gal positivity was comparable to the naïve population (Fig. 1B; Supplementary Fig. 1C). Cells treated with Dox in the absence of EPO showed a marked decrease in cell number consistent with Fig. 1A. Cells that survived drug treatment in the absence of EPO resumed growth after the removal of Dox and being placed in EPO containing media (Fig. 1D).

**Fig. 1:**
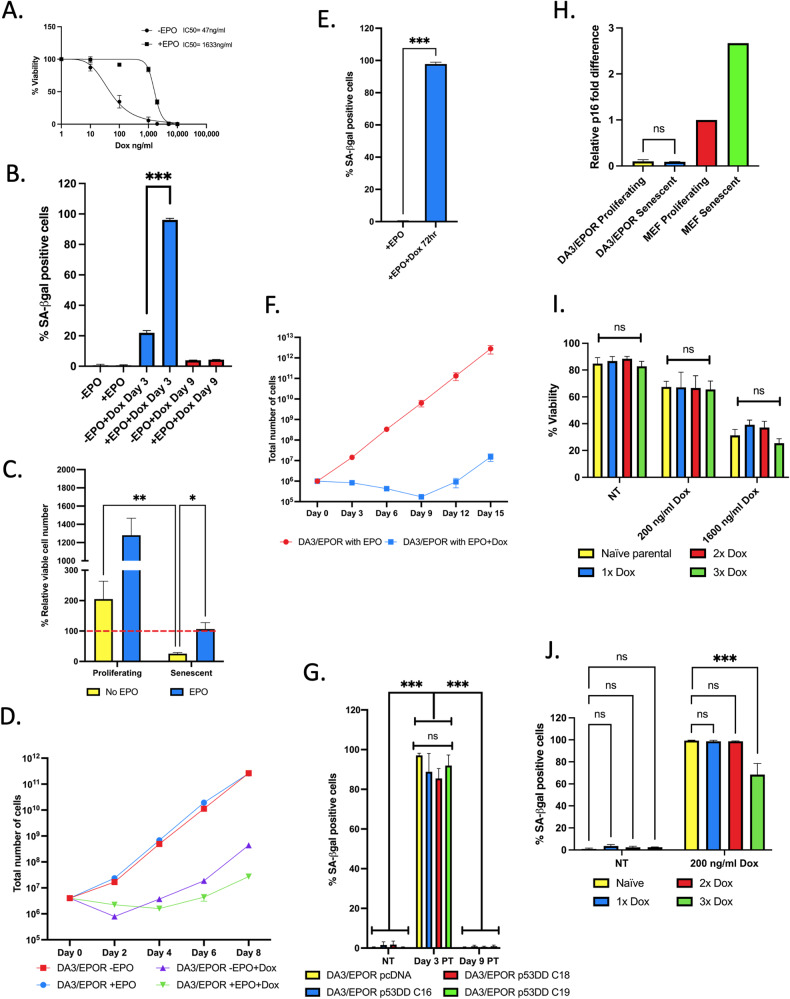
DA3/EPOR cells enter a drug-induced senescent state. **A** Percentage of viable DA3/EPOR cells treated for 72 h with increasing amounts of doxorubicin (Dox) in the presence or absence of erythropoietin (EPO). Error bars represent SEM, *n* = 3 biological replicates; a minimum of 100 cells were counted for each biological replicate. **B** Percentage of senescent DA3/EPOR cells after treatment with Dox for 24 h. SA-β-gal staining of DA3/EPOR cells was performed 3 and 9 days post-treatment. DA3/EPOR cells were treated with or without 200 ng/ml Dox for 24 h in the absence or presence of EPO. After drug treatment, all cells were maintained in complete, EPO-containing media. Related to Supplementary Fig. 1A. Mean ± SEM, *n* = 3 independent experiments; Two-way student *t*-test. A minimum of 100 cells were counted for each independent experiment. **C** Percentage of viable senescent and proliferating DA3/EPOR cells that were maintained in media with or without EPO for 48 h. The proportion of viable cells was normalized to the initial number of cells seeded. Mean ± SEM, n = 4 independent experiments; two-way ANOVA. **D**. Proliferation of DA3/EPOR cells treated with or without 200 ng/ml Dox in the absence or presence of EPO. After 24 h drug treatment, all cells were maintained in complete, EPO containing media. Cells were counted every 2 days. Related to Supplementary Fig. 1A. Mean ± SEM, *n* = 3 independent experiments. Please note that the error bars are small and cannot be visualized on the exponential scale. **E** Percentage of senescent DA3/EPOR cells after treatment with Dox for 72 h. Cells were treated with Dox for 72 h and stained for SA-β-gal 24 h after Dox treatment. Related to Supplementary Fig. 1C. Mean ± SEM, *n* = 3 independent experiments; Two-way Student *t*-test. A minimum of 100 cells were counted for each independent experiment. **F** Proliferation of DA3/EPOR treated with or without 200 ng/ml Dox for 72 h in the presence of EPO. Cells were counted every 3 days. **G** SA-β-gal staining of DA3/EPOR cells expressing p53DD (clones C16, C18, and C19) and empty vector (pcDNA). SA-β-gal staining was performed 3 and 9 days post-treatment of control and Dox-treated cells. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. A minimum of 100 cells were counted for each independent experiment. **H** p16 RNA expression in proliferating and senescent DA3/EPOR cells determined by qRT-PCR. Untreated and 3-day post-Dox treated MEFs were included as a positive control for p16 expression. Mean ± SEM, *n* = 3 independent experiments for proliferating and senescent DA3/EPOR cells, *n* = 1 for proliferating and senescent cells MEFs; two-way student *t* test. **I**. Percentage of viable DA3/EPOR and drug-recovered DA3/EPOR cells with increasing concentrations of Dox for 48 h relative to control-treated DA3/EPOR. Drug-recovered DA3/EPOR cells were generated by treating naïve DA3/EPOR cells with 200 ng/ml Dox for 24 h in EPO and allowing the population to recover. Drug-recovered cells that went through 1, 2, and 3 rounds of dox treatment are indicated by 1x Dox, 2x Dox, and 3x Dox, respectively. Cells were stained with trypan blue 48 h drug treatment and cells were counted using a hemocytometer. Mean ± SEM, *n* = 3 independent experiments; two-way ANOVA. **J**. SA-β-gal staining of DA3/EPOR and drug-recovered DA3/EPOR populations performed 3 days and 9 days after treatment with Dox. Mean ± SEM, *n* = 3 independent experiments; two-way ANOVA. A minimum of 100 cells were counted for each independent experiment. Statistical significance is shown by ns, not significantly different, *P < 0.05, **P < 0.01, ***P < 0.001.

To assess whether a longer drug-treatment regimen would lead to a similar escape phenotype, DA3/EPOR cells were treated with Dox and EPO for 72 h, and proliferation was assessed every 3 days in the presence of EPO. These cells entered a prolonged non-proliferative state and exhibited 97% SA-β-gal positivity comparable to that seen after 24 h of Dox/EPO treatment (Fig. 1E; Supplementary Fig. 1F). Under these conditions, cell proliferation was delayed until 12 days post drug treatment (Fig. 1F).

### Drug-induced senescence is independent of p53 and p16 in DA3/EPOR cells

Two core pathways that regulate DNA damage-induced senescence are the p53/p21 and p16/Rb pathways. To determine whether cells entered a p53-dependent form of senescence, a dominant negative p53 (p53DD) construct was expressed in DA3/EPOR cells (Supplementary Fig. 2A; Supplementary Fig. 12). p53DD is a C-terminal truncated isoform of p53 containing the tetramerization domain but lacking the DNA-binding domain that stabilizes and transcriptionally inactivates wild-type p53 [18]. Three independent DA3/EPOR-DD clones retained the ability to enter Dox-induced senescence similar to empty vector control cells (DA3/EPOR pcDNA) (Fig. 1G; Supplementary Fig. 2B). Previously, we reported that Nutlin-3a, a small molecule antagonist of Mdm2 stabilizes and activates p53 through a non-genotoxic process leading to the death of DA3/EPOR cells [5]. We reported that EPO attenuates the effects of nutlin-3a treatment leading to cell survival and that EPO acts in part through destabilization of the p53 protein [5]. Here, we confirm the effects of nutlin-3a on DA3/EPOR cells (Supplementary Fig. 2C). In the presence of EPO, nutlin-3a treated DA3/EPOR cells remained viable and proliferatively active, albeit at a reduced rate of proliferation compared to rapidly dividing controls (Supplementary Fig. 2C). Moreover, cells treated with nutlin-3a in the presence of EPO entered senescence on the basis of SA-β-gal staining (Supplementary Fig. 2D). These data support our finding that p53 does not play a major role in promoting senescence in DA3/EPOR cells. To assess the role of p16 in senescence, the levels of CDKN2a (p16) were measured by qRT-PCR. DA3/EPOR expressed very low levels of p16, and no increase in expression was detected when these cells entered senescence (Fig. 1H). In comparison, mouse embryonic fibroblasts (MEFs) express basal levels of p16 and these levels increase during Dox-induced senescence (Fig. 1H). Together these results indicate that DA3/EPOR cells enter senescence through a p53- and p16-independent pathway.

### Drug-recovered DA3/EPOR cells retain sensitivity to doxorubicin

Cancer cells may survive drug treatment for a number of reasons including the presence of genetic variants, non-genetic mechanisms that are associated with slow proliferation, checkpoint activation resulting in transient cell cycle arrest, and cellular senescence. The term persistent cancer cells has been used to describe cells that survive chemotherapy and exhibit a reversible slow-growing state that is not driven by any genetic variations [19]. To determine whether the drug treatment resulted in the selection of a drug-resistant clone, the drug-recovered population was re-treated with the drug for two additional rounds. Drug-recovered populations and naïve cells were treated with increasing concentrations of Dox for 48 h and cell viability was measured; no differences in cell viability were observed between the naïve parental and drug-recovered cells (Fig. 1I). To determine whether drug-recovered DA3/EPOR cells retained sensitivity to enter drug-induced senescence, we treated drug-recovered populations with Dox and EPO for 24 h and measured senescent cells 3 days after treatment using SA-β-gal staining. Drug-recovered DA3/EPOR cells all showed an increase in SA-β-gal positivity, although the drug-recovered population that went through 3 rounds of treatment showed a reduced amount of SA-β-gal cells compared to naïve cells being treated with Dox (Fig. 1J).

The cell cycle state of naïve DA3/EPOR and drug-recovered cells treated with EPO and Dox were shown by flow cytometric cell cycle analysis to be arrested in the G1 and G2/M phases of the cell cycle (day 3) and re-established a normal cell cycle profile (Supplementary Fig. 1E). Cell size increased 3 days post-treatment for both naïve and drug-recovered cells (Supplementary Fig. 1D; data not shown). Naïve and drug-recovered cells had comparable sub-G1 populations after drug treatment (Supplementary Fig. 1E). Collectively, these data show that DA3/EPOR cells resume proliferation after drug treatment. These cells retain drug sensitivity and the ability to enter a drug-induced senescent-like state, and thus, the senescent-like state facilitates transient drug tolerance.

Our results show that EPO suppresses p53-induced death and that EPO promotes entry into the senescent-like state. Moreover, continuous EPO stimulation is required for the survival of senescent DA3/EPOR cells after drug treatment (Fig. 1B–D, Supplementary Fig. 2C). We next asked if the removal of EPO during the senescent state would lead to cell death, and whether cell death resulting from EPO withdrawal was dependent on p53. The viability of senescent cells was assessed 48 h after EPO was removed from drug-induced senescent DA3/EPOR clones expressing p53DD or empty vector control. Senescent DA3/EPOR-DD clones demonstrated greater viability after the withdrawal of EPO compared with the empty vector control cells (Supplementary Fig. 2E). This suggests that p53 contributes to the death of senescent DA3/EPOR cells and is consistent with the idea that EPO-mediated repression of p53 is partially responsible for maintaining viability during drug-induced senescence.

### Drug-induced senescence in DA3/EPOR cells is reversible

To investigate whether Dox-induced senescence is reversible, we treated DA3/EPOR cells with Dox+EPO for 24 h, waited another 24 h for the cells to recover in the absence of drug, and seeded single cells into 96-well plates while monitoring wells for cell proliferation every 3 days (Fig. 2A). As noted earlier, under these same conditions, 96–99% of surviving cells enter senescence on the basis of SA-β-Gal staining. We reasoned that if Dox+EPO-treated single cells proliferate within 3 days post-seeding, then these cells likely never entered senescence but instead, may have undergone checkpoint activation and entered a transient cell cycle arrest or they may have been tolerant to the drug and never exited the cell cycle. On the other hand, if Dox + EPO-treated cells show delayed growth and only began to proliferate 3 days or more post-seeding, then these cells likely entered a senescence-like state and from which they subsequently escaped. 68.2% of wells seeded with untreated control DA3/EPOR cells contained proliferating cells within 3 days of seeding, while only 0.7% of wells seeded with Dox-treated cells contained proliferating cells within 3 days of seeding (Fig. 2B). Dox+EPO-treated cells exhibited delayed growth recovery 6 to 9 days post-seeding. Notably, of the 38 wells seeded with Dox + EPO-treated cells that showed growth, 30/38 individual cells (78.9%) showed delayed growth prior to days 6 and 9, while 9/402 untreated individual cells (2%) showed delayed growth by day 6 with the majority of the untreated cells showing growth within 3 days of seeding (Fig. 2C). These data indicate that a small fraction of cells that enter a drug-induced senescent-like state exhibit asynchronous exit.

**Fig. 2:**
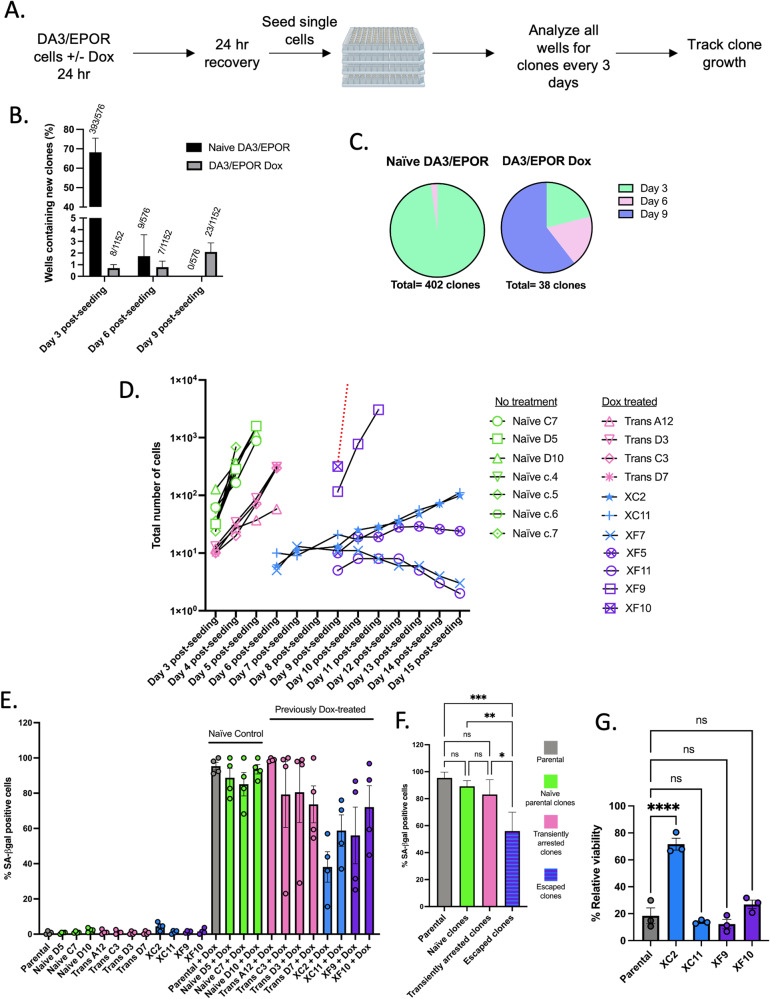
DA3/EPOR cells that escape senescence exhibit heterogeneity. **A** Experimental scheme related to **B**–**D** and Supplementary Fig. 4. Cells were treated with Dox in the presence of EPO for 24 h; naïve cells were maintained in EPO-containing media. After 24 h treatment, Dox was removed and cells were recovered for 24 h in EPO-supplemented media for 24 h. Cells were subsequently seeded into 96-well plates and monitored every 3 days for new expanding clones. Expanding clones were defined by ≥5 cells/ well. Newly formed colonies were counted every 3 days and expanding colony size was counted on indicated days to determine proliferation rates. **B** Percentage of wells containing new colonies. Mean ± SEM, *n* = 3 independent experiments. **C** Pie chart showing proportions of when new expanding clones were detected (related to **A**). **D** Rates of the proliferation of randomly selected expanding colonies. **E** SA-β-gal staining of parental DA3/EPOR, 3 naïve clone cells, 8 expanded drug-recovered clones (4 of which went through a transient arrest and 4 that escaped senescence) treated with Dox in the presence of EPO. Mean ± SEM, *n* = 4 independent experiments. F. Statistical analysis of SA-β-gal staining of the Dox-treated naïve (*n* = 3 biological samples), transiently arrested (*n* = 4 biological samples), and escaped clones (*n* = 4 biological samples) compared with Dox-treated parental cells. Related to Fig. 2E. Mean ± SEM; one-way ANOVA. **G** Relative viability of 4 escaped clones compared to parental DA3/EPOR cells treated with Dox in the absence of EPO. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. Statistical significance is shown by *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Clonal expansion from single cells revealed extensive heterogeneity in the growth rate of escaped cells; some escaped clones expanded rapidly while others were unable to sustain proliferation (Fig. 2D) compared with naïve (never treated cells) and drug-treated cells that grew within 3 days of seeding. Proliferation rates of two escaped clones, XC2 and XC11, remained slow for >30 days in culture post-Dox treatment, and then increased to a similar rate as naïve cells. Notably, drug-treated clones that appeared within 3 days of seeding consisted of smaller colonies (fewer cells per well) compared with the naïve untreated cells supporting the view that these cells arose from transiently arrested cells that did not senesce (Fig. 2D). The proliferation rates of naïve untreated clones and transiently arrested drug-treated clones were fairly uniform, suggesting that the heterogeneity in growth observed in the escaped clones likely arose de novo as a result of drug-induced entry and exit from the senescence-like state, and did not pre-exist in the parental population.

We compared the drug sensitivity of cells derived after the expansion of individual escaped DA3/EPOR cells with cells derived from naïve and transiently arrested individual cells. Escaped clones (XC2, XC11, XF9, and XF10) showed variable drug sensitivity both in terms of drug-induced senescent-like state (Fig. 2E, F) and drug-induced cell death (Fig. 2G) while the naïve and transiently arrested clones exhibited uniform drug sensitivity similar to parental cells. To assess whether the p53 pathway remained active in the escaped clones, cells were treated with nutlin-3a in the presence or absence of EPO for 48 h. All escaped clones underwent p53-mediated death in the absence of EPO; no significant difference in the levels of death was observed between escaped clones (Supplementary Fig. 3).

To explore further the heterogenous behavior of escaped clones, three independent naïve DA3/EPOR clones (C7, D5, and D10) were subjected to Dox treatment and investigated using the single cell assay. The 3 clonal populations entered a senescence-like state similar to the parental population (Fig. 2E). Escape from a drug-induced senescence-like state occurred asynchronously for the 3 clonal populations (Supplementary Fig. 4A, B). Clonal expansion from single cells revealed extensive heterogeneity in the growth rate of escaped cells (Supplementary Fig. 4C). Like the naïve parentals, all (3/3) naïve clonal populations demonstrated the ability to persist post-drug treatment, go through transient cell cycle arrest, permanent senescence, and a reversible senescent-like state. A small proportion of senescent cells acquire the ability to escape senescence in a stochastic manner. Together these results support the idea that heterogeneity in cell behavior arises de novo after drug treatment in the escaped cells.

### Drug-induced senescence in OCIM2 human leukemia cells is reversible

OCIM2 human leukemia cell line derived from a patient with erythroleukmia was treated with the clinically relevant drug DNR for 24 h. DNR-treated OCIM2 cells entered senescence 3 days after drug treatment based on high levels of SA-β-gal positivity and increased cell size (Supplementary Fig. 5A); similar to DA3/EPOR cells, the proportion of senescent cells decreased over time. DNR-treated OCIM2 cells showed sustained proliferative arrest and delayed cell death up to 7 days post-treatment (Supplementary Fig. 5B). Drug-free recovered OCIM2 cells were able to resume proliferation after 7 days post-DNR treatment (Supplementary Fig. 5B). The ability of the mutant p53 (V274D)-expressing cell line, OCIM2, to enter senescence supports our earlier finding using the DA3/EPOR DD clones that drug-induced senescence occurs independently of p53. Drug-free recovered OCIM2 cells re-treated with DNR retained the ability to enter senescence to comparable levels as naïve OCIM2 cells (Supplementary Fig. 5C); hence, drug-free recovered OCIM2 cells are not resistant to drug-induced senescence upon further exposure to the drug. Unlike drug-free recovered DA3/EPOR cells, drug-free recovered OCIM2 cells demonstrated increased viability to DNR 3 days and 7 days post-treatment compared with naïve cells (Supplementary Fig. 5D).

To determine whether the OCIM2 cells could escape DNR-induced senescence, we performed single-cell analysis on DNR-treated OCIM2 cells and monitored individual clones for proliferation. The vast majority of naïve untreated OCIM2 cells formed colonies within 3 days post-seeding (Supplementary Fig. 6A, B). DNR-free recovered OCIM2 cells demonstrated heterogeneity; 4 of the 25 clones underwent transient or no arrest (cell expansion appearing by day 3 post-seeding), while 19/25 clones escaped DNR-induced senescence (cell expansion appearing by day 6 or day 9 post-seeding) (Supplementary Fig. 6A, B). Furthermore, escape from senescence occurred in an asynchronous manner (Supplementary Fig. 6A, B). Most naïve OCIM2 cells showed uniform rates of proliferation, whereas escaped OCIM2 cells exhibited variable rates of proliferation (Supplementary Fig. 6C) similar to what was observed in the DA3/EPOR cells. These data indicate that OCIM2 cells undergo drug-induced senescence and that a small proportion of cells are able to escape senescence asynchronously and exhibit differences in proliferation rates.

### Transcriptional reprogramming during senescence

To gain insight into the mechanism of drug-induced senescence and to evaluate differences in gene expression between drug-recovered cells and naïve proliferating cells, RNA-seq was performed on naïve, senescent, and drug-recovered DA3/EPOR cells. We collected the senescent cells on day 3 after Dox/EPO treatment; the drug-recovered cells were collected 9 days after Dox/EPO treatment. 

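RNA of 3 naïve, 3 senescent and 3 drug-recovered samples was sequenced. DA3/EPOR is a murine myeloid leukemia cell line that expresses the receptor for erythropoietin (EPO), and doxorubicin (Dox) is an anthracycline that damages DNA. The treated cells received 200 ng/ml Dox for 24 h, and the senescent and drug-recovered samples were taken 3 and 9 days after treatment. The authors deposited the number of reads counted on each gene of each sample, as whole numbers without normalization, under Ensembl gene identifiers. The paper's text does not name the aligner, the counting program or the genome build behind these counts. The samples held 23149250, 23640817 and 25294007 counts in naïve cells, 22546402, 23448652 and 24016344 in senescent cells and 19104025, 22339211 and 24794929 in drug-recovered cells, so the medians of the 3 groups were 23640817, 23448652 and 22339211. A count in at least 1 sample was present for 25323 identifiers. The counts were normalized with edgeR's TMM factors, which lay between 0.929 and 1.13, and low genes were removed with filterByExpr, which left 13406 genes. All 9 samples entered 1 quasi-likelihood fit without a block for the replicate number, so the 3 groups shared their estimate of the spread. The 3 groups did not spread alike, and the biological coefficient of variation estimated within each group was 0.0379 in naïve cells, 0.0595 in senescent cells and 0.293 in drug-recovered cells. The common value of the shared fit was 0.172, which understates the spread of drug-recovered cells. Tests that involve drug-recovered cells therefore call genes too readily in this fit. A gene counted at most 3 times in each sample of a group was taken as at the floor, and a fold against such a group is given as a lower bound. These bounds cover counting error only. Gene names and positions are those of the GENCODE M21 annotation of GRCm38.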

The drug-recovered population (cells that survive drug treatment and resume proliferation) consists of a mixture of cells including cells that may never have senesced as discussed above. We found that the transcriptional profiles of senescent cells were highly distinct from naïve and drug-recovered cells; drug-recovered cells resembled the naïve proliferating population (Fig. 3A–C). 

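The log2 CPM (counts scaled to a common library total, prior count 2) of all tested genes were projected on the line from the mean of the naïve samples (0%) to the mean of the senescent samples (100%). Drug-recovered replicates 1, 2 and 3 lay at 11.7%, 38.3% and 30.0% of the way, a mean of 26.7% ± 13.6 (SD, n = 3). The senescent samples lay at 103%, 101% and 96.0%, and the naïve samples between -0.0876% and 0.102%. Each drug-recovered sample was therefore nearer to the naïve end than to the senescent end, and each lay farther from it than the naïve samples lay from one another. No test of these positions was made, and an exact permutation test of 3 samples against 3 could not go below a p of 0.1. The choice of scale moved these positions most. On CPM without the logarithm, which weights abundant genes, the drug-recovered replicates lay at 1.89%, 12.8% and 10.2%. The root mean square log2 distance to the naïve mean over all genes was 0.433, 1.01 and 0.880 for drug-recovered replicates 1, 2 and 3. Across genes, the lowest correlation between replicates was 0.995 for naïve, 0.994 for senescent and 0.962 for drug-recovered cells, where genes are not independent replicates. Principal components of the 500 most variable genes gave 92.8% of the variance to the first component and 5.05% to the next.

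**Figure D1:**
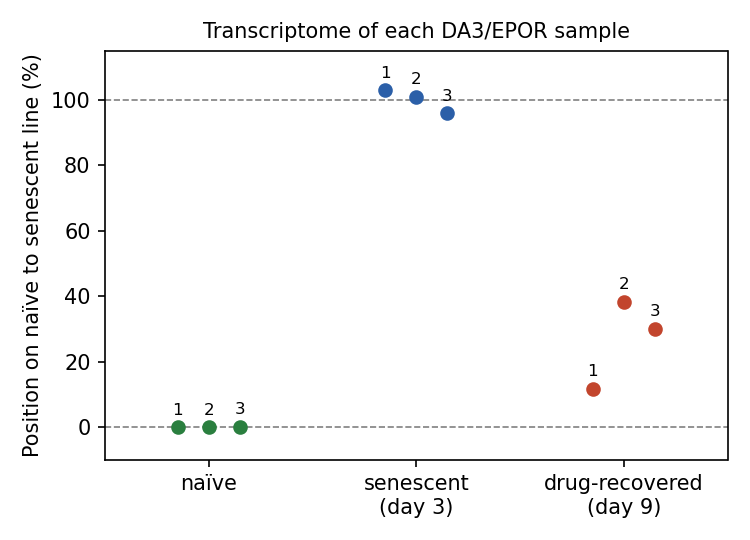
Position of each DA3/EPOR sample on the line from the naïve mean (0%) to the senescent mean (100%), in percent, from the log2 CPM of all tested genes. Each point is 1 sample, labelled with its replicate number. The drug-recovered samples sit at 11.7%, 38.3% and 30.0%, and the end points are means of the naïve and senescent samples shown.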

The volcano plot, displaying gene expression of drug-recovered proliferating cells compared with senescent cells mirrors the volcano plot of naïve proliferating cells with senescent cells, suggesting that the drug-recovered gene signature is similar to the naïve proliferating gene signature (Fig. 3C).

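At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4586 genes were higher and 4212 lower in senescent than in naïve cells, and 4608 were not past the threshold. Between drug-recovered and senescent cells, 3630 genes were higher and 3749 lower in drug-recovered cells, with 6027 not past the threshold. Drug-recovered cells also differed from naïve cells, with 3129 genes higher, 2529 lower and 7748 not past the threshold. The split into higher and lower genes depended on the scaling. With library size only it was 5065 higher and 2972 lower between drug-recovered and senescent cells and 4296 higher and 1643 lower between drug-recovered and naïve cells, and with upper quartile scaling the latter was 3846 and 1953. With a fold change over 2 as well, 4399, 3194 and 1595 genes remained in these 3 comparisons. The samples of the groups compared did not overlap at all for 83.1%, 59.5% and 52.2% of genes, where chance gives 10% for 3 samples against 3. The count between drug-recovered and naïve cells depended on the samples in the fit more than the other counts did. It was 1706 when only these groups were fitted, all of them among the 5658, and it lay between 1459 without naïve replicate 3 and 9553 without drug-recovered replicate 1. Across genes, the log2 fold changes of senescent against naïve cells and of drug-recovered against senescent cells had a Pearson r of -0.870. Because both comparisons use the senescent samples, simulated samples with 3 like groups already gave a mean r of -0.504, and drug-recovered samples simulated like senescent ones gave -0.0757 (20 simulations each). The fold changes of senescent and of drug-recovered cells, each against naïve cells, had an r of 0.610, where 3 like groups gave 0.494 and drug-recovered samples simulated like naïve ones 0.105 (20 simulations each). Of the 8798 genes that changed in senescent cells, 5791 (65.8%) changed back in drug-recovered cells, and 3857 (43.8%) did so and were no longer past the threshold against naïve cells, a number that was 2541 without drug-recovered replicate 1. A difference from naïve cells in the same direction remained for 3582 genes (40.7%), and for between 12.8% without naïve replicate 3 and 58.7% without drug-recovered replicate 1. From the mirrored volcano plots of Fig. 3C, the paper proposes that the gene signature of drug-recovered cells is similar to that of naïve proliferating cells.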

**Fig. 3:**
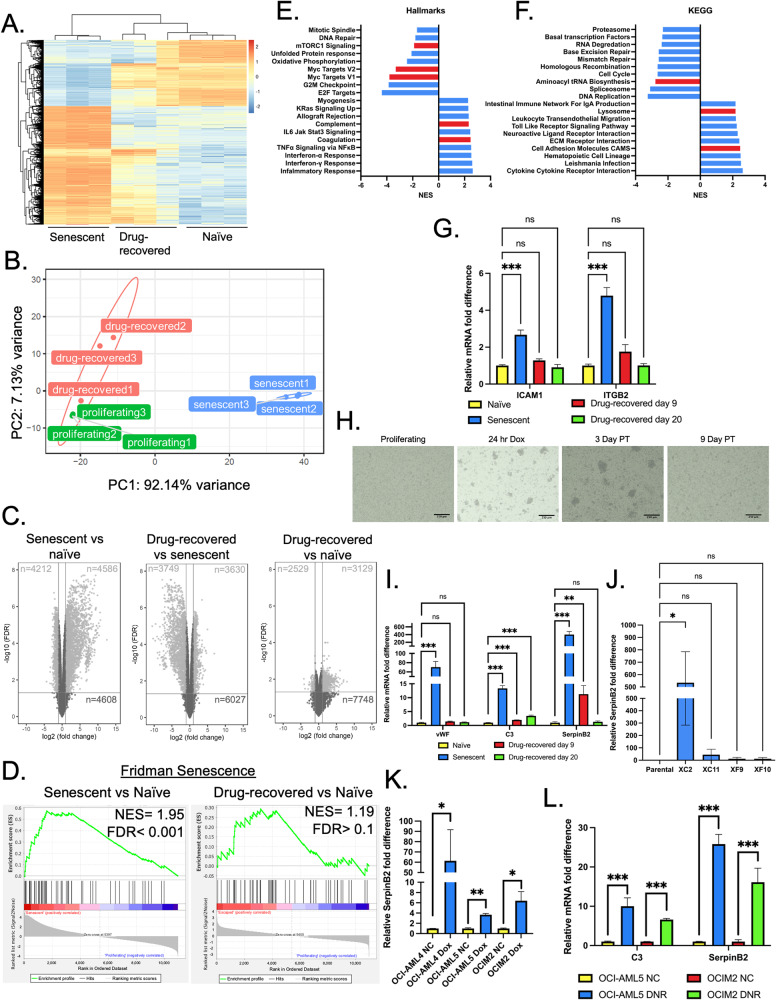
Senescent-associated changes in gene expression. **A** Heatmap of proliferating, senescent (day 3 PT), and drug-recovered (day 9 PT) DA3/EPOR cells using the top 1000 differentially expressed genes in senescent DA3/EPOR cells compared to proliferating control DA3/EPOR cells. **B** Principal component analysis (PCA) grouping proliferating control (green), day 3 senescent (blue), and day 9 drug-recovered cells (red) in biological triplicate. **C** Volcano plots showing relative gene expression of RNA-seq data. Genes with a fold change of >2 and an FDR < 0.05 were represented as light gray dots; genes with a fold change <2 and non-significant genes were displayed as dark gray dots. Total number of significantly upregulated and downregulated genes are stated in the respective quadrates. Total number of insignificant genes is stated in the bottom right quadrant. **D** GSEA plot of Fridman’s senescence in senescent DA3/EPOR cells compared to proliferating controls, and drug-recovered DA3/EPOR cells compared to proliferating controls. **E** Normalized enrichment scores (NES) of the top 10 most upregulated and downregulated Hallmarks of senescent DA3/EPOR cells compared to proliferating control cells. All Hallmarks have an FDR of >0.001. Hallmarks highlighted in red were validated. **F** NES of the top 10 most upregulated and downregulated KEGG pathways of senescent DA3/EPOR cells compared to proliferating control cells. All pathways have an FDR of >0.001. KEGG pathways highlighted in red were validated. **G** qRT-PCR analysis of ICAM1 and ITGB2 mRNA levels in proliferating, senescent, drug-recovered (9 days post-treatment), and later drug-recovered (20 days post-treatment) DA3/EPOR cells. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. H. Representative images of proliferating, 24 h Dox treated, senescent (3 days PT), and drug-recovered (9 days PT) DA3/EPOR cells. After 24 h Dox treatment, cells were washed with 1xPBS, and cells clumped together were mechanically separated. I. qRT-PCR analysis of complement III (C3), von Willebrand factor (vWF), and SerpinB2 mRNA levels in proliferating, senescent, drug-recovered (9 days post-treatment), and later drug-recovered (20 days post-treatment) DA3/EPOR cells. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. J. qRT-PCR analysis of SerpinB2 mRNA levels in escaped clones XC2, XC11, XF9, and XF10, that were maintained in culture for >60 days post-treatment, relative to their naïve parental controls. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. K. qRT-PCR analysis of SerpinB2 mRNA levels in Dox-induced senescent OCI-AML4, OCI-AML5, and OCIM2 cell lines, relative to their proliferating controls. Mean ± SEM, *n* = 3 independent experiments; one-way ANOVA. L. qRT-PCR analysis of C3 and SerpinB2 mRNA levels in DNR-induced senescent OCI-AML5 and OCIM2 cell lines, relative to their proliferating controls. Mean ± SEM, *n* = 3 independent experiments; Student *t*-test. Statistical significance is shown by ns, not significantly different, *P < 0.05, **P < 0.01, ***P < 0.001.

Gene set enrichment analysis (GSEA) showed significant enrichment for senescent genes in the Dox-induced senescent cells, and not in the drug-recovered cells (Fig. 3D). Additionally, RNA-seq demonstrated that senescent DA3/EPOR cells displayed an upregulation of multiple senescent associated secretory phenotype (SASP) genes [20], which decreased in drug-recovered cells (Supplementary Fig. 7A). p16 was not detected in any of the samples by RNA-seq (data not shown) consistent with our earlier results (Fig. 1H).

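The Fridman senescence genes of Supplementary Table 1 numbered 77 names, of which 76 matched a mouse gene and 52 were expressed enough to be tested. In senescent against naïve cells their median log2 fold change was 1.08, and 35 of them were higher and 7 lower at an adjusted p under 0.05. The number of lower genes was 12 without drug-recovered replicate 1. As a set they ranked above the other genes (limma's camera with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 25 lists, adjusted p = 1.96e-05). The same direction held with the correlation estimated from the samples (adjusted p = 0.0402) and in the rotation test fry (adjusted p = 6.39e-07). The 9 alternatives with no replicate left out gave adjusted p values from 7.99e-08 to 0.0402. For gene lists, the ranges over the alternatives given below are of this kind. The interferon regulatory factor Irf7 had the largest increase among the listed genes that were above the floor in naïve cells, with a log2 fold change of 5.48 (standard error 0.45, adjusted p = 1.12e-05, edgeR). In drug-recovered against naïve cells the median of the set was 0.22 (0.20 with genes at the floor set to their bound), and camera did not place it apart from the other genes (adjusted p = 0.104), while fry did (adjusted p = 0.0119), with adjusted p values from 0.0119 to 0.394 over the alternatives. The median log2 ratio to the naïve mean was 0.06, 0.38 and 0.35 in drug-recovered replicates 1, 2 and 3, against 1.07, 1.11 and 0.96 in the senescent samples. From senescent to drug-recovered cells the set fell, with a median log2 fold change of -0.62 (camera, adjusted p = 5.18e-05). A preranked enrichment of the same genes with the signal-to-noise ratio of log2 CPM (fgsea, 10000 permutations of genes) gave a normalized enrichment score of 1.47 (adjusted p = 0.00924) for senescent and 1.23 (adjusted p = 0.230) for drug-recovered cells. The former score was 1.99 when genes were ranked by the signed square root of edgeR's F. These permutations shuffle genes and not samples, so they carry no statement about replicates.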

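A list of 65 secreted factors of the SASP was compiled by hand, since the table of the paper's reference was not used here. Of these, 25 genes were expressed enough to be tested. In senescent cells 20 were higher than in naïve cells and 1 was lower at an adjusted p under 0.05, and the numbers adjusted over the list alone were also 20 and 1. The lower gene was Mif, named after its value was seen, with a log2 fold change of -1.39 (standard error 0.29, adjusted p = 0.00237, edgeR), and without drug-recovered replicate 1 or 2 there were 2 lower genes. The median log2 fold change of the list was 3.05, or 2.73 with the 7 genes that were at the floor in a group set to their bound (camera, adjusted p = 2.38e-09). The filter on low counts moved the number of higher genes most, to 9 among genes with at least 10 counts in every sample and 27 with no filter. With the former filter the median of the list was 0.99 in senescent against naïve, -0.60 in drug-recovered against senescent and 0.35 in drug-recovered against naïve cells. That filter takes out genes almost silent in 1 group, such as those that rise from the floor, so it draws these medians towards 0 by its construction and does not show that the change is smaller. Mmp13 was at the floor in naïve and drug-recovered cells and at 13.4 ± 1.55 CPM (SD, n = 3) in senescent cells, at least 105-fold higher than in naïve cells. Cxcl3 was at the floor in the same groups and at least 24.1-fold higher in senescent than in naïve cells. In drug-recovered cells 17 of the 20 genes were lower than in senescent cells, and the median of the list against senescent cells was -2.74, or -2.58 with genes at the floor set to their bound. Of the 20 genes, 6 remained higher than in naïve cells at an adjusted p under 0.05 (edgeR), and 4 without naïve replicate 3. Against naïve cells the list ranked above the other genes (adjusted p = 0.0264 by camera and 0.0112 by fry). It did not with the estimated correlation (adjusted p = 0.394, camera) or without drug-recovered replicate 1 (adjusted p = 0.153, camera). The list stood at a median log2 ratio to the naïve mean of 0.13, 0.84 and 0.68 in drug-recovered replicates 1, 2 and 3, and its median log2 fold change against naïve cells was 0.85, or 0.46 without drug-recovered replicate 2. That median fell to 0.08 once the 7 genes at the floor in naïve or drug-recovered cells were set to their bound, or to 0 where both groups were at the floor, so it gives no size for a remaining difference of the list. The p16 protein is encoded by Cdkn2a (ENSMUSG00000044303), on chromosome 4 of GRCm38 from 89274471 to 89294653, whose counts would also cover the p19Arf transcript. No read was counted on Cdkn2a in any of the 9 samples, which allows at most 0.119 to 0.157 CPM per sample at these depths.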

GSEA demonstrated significant enrichment for gene signatures associated with various pathways. 

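The pathways of senescent DA3/EPOR cells were compared with naïve cells over 25 gene lists, 3 of them the paper's own and the others compiled by hand, which are not the Hallmark and KEGG collections. At an adjusted p under 0.05 (camera, preset correlation), 13 lists were higher and 10 lower, and of these 22 were also past the threshold in fry and 9 with the correlation estimated from the samples. Splits that mixed naïve and senescent samples gave 22 or 23 lists, while 0 genes passed in them. No mixed split is balanced, so each keeps a part of the real difference in every gene. The splits therefore cannot test the number of lists. Of 65 interferon-stimulated genes 64 were higher, with a median log2 fold change of 2.71, or 2.68 with genes at the floor set to their bound (camera, adjusted p = 3.20e-33). Rsad2 rose by 8.11 on the log2 scale (standard error 0.54, adjusted p = 3.39e-06, edgeR), while Gbp4 and Oasl2 were at the floor in naïve cells and at least 85.3-fold and 95.5-fold higher. Cell adhesion molecules were also higher, with a median of 2.00 and 33 of 45 genes higher (camera, adjusted p = 5.92e-10). Among them, Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817) went from 8.77 ± 0.361 to 61.9 ± 4.86 CPM (SD, n = 3), a log2 fold change of 2.82 (standard error 0.15, adjusted p = 1.19e-06, edgeR). Itgb2 (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708) went from 46.3 ± 0.889 to 468 ± 32.8 CPM (SD, n = 3), a log2 fold change of 3.34 (adjusted p = 1.76e-07, edgeR). H2-Eb1 rose by 6.72 on the log2 scale (adjusted p = 1.31e-06, edgeR), and Itgax and Jam3 were at the floor in naïve cells and at least 77.9-fold and 11.1-fold higher. In the other direction, 66 of 67 DNA replication and E2F target genes were lower, with a median of -1.78 (camera, adjusted p = 1.45e-19). All 72 genes of a list for mitosis were lower, with a median of -1.48 (camera, adjusted p = 5.83e-27). Of 77 genes of oxidative phosphorylation 52 were lower, with a median of -0.62 (camera, adjusted p = 6.73e-06). None of these 3 lists was past the threshold with the estimated correlation (camera, adjusted p = 0.247, 0.115 and 0.533), and over the alternatives they ran from 5.40e-31 to 0.247, from 1.05e-39 to 0.115 and from 6.81e-13 to 0.533. Spc24 was the mitosis gene that fell most, with a log2 fold change of -2.27 (adjusted p = 3.96e-06, edgeR). Of 783 Reactome sets with 10 to 300 tested genes, 100 were higher and 243 lower (camera, preset correlation), and 324 of these also passed in fry. The strongest were peptide ligand-binding receptors, with 41 genes at a median of 3.18, or 2.98 with genes at the floor set to their bound (adjusted p = 6.02e-16, camera), and mitotic prometaphase, with 99 genes at -1.25 (adjusted p = 6.81e-17, camera). With the correlation estimated from the samples 0 Reactome sets passed after adjustment and 111 at an unadjusted p under 0.05.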

Fig. 3E, F show the top 10 enriched and downregulated Hallmark and KEGG pathways in senescent DA3/EPOR cells compared to proliferating controls. To validate RNA-seq, several KEGG and Hallmark categories were further investigated. We included a later time point (20 days PT) to investigate the stability of the transcriptional changes of drug-recovered cells compared to proliferating cells. Consistent with the upregulation of Cellular Adhesion Molecules during senescence, qRT-PCR demonstrated that senescent DA3/EPOR cells had elevated levels of Intercellular Adhesion Molecule 1 (ICAM1) and Integrin β2 (ITGB2) compared with naïve and drug-recovered cells (Fig. 3G). DA3/EPOR cells began to form aggregates during Dox treatment and remained aggregated throughout the senescent period. Cell aggregates dispersed as cells resumed proliferation (Fig. 3H). Dox-treated DA3/EPOR cells were able to reform aggregates after being separated through pipetting (Fig. 3H). These data indicate that aggregation is associated with the senescence phenotype.

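A hand-compiled list of coagulation and complement genes held 82 names, of which 31 genes were tested. Senescent DA3/EPOR cells had 26 of them above naïve cells at an adjusted p under 0.05, and the median log2 fold change of the list was 2.08 (camera, adjusted p = 3.76e-12). With the correlation estimated from the samples the adjusted p of camera was 0.0545, and over the alternatives with no replicate left out it ran from 8.20e-13 to 0.0545. In drug-recovered replicates 1, 2 and 3 the median log2 ratio to the naïve mean was 0.00, 0.49 and 0.32, and the median log2 fold change against naïve cells was 0.27, or 0.51 without naïve replicate 1 and 0.17 without drug-recovered replicate 2, and 0.25 with genes at the floor set to their bound. Serpinb2 (ENSMUSG00000062345), which encodes the inhibitor PAI2 and lies on chromosome 1 from 107511423 to 107535478 of GRCm38, had no count in the 3 naïve samples, 748, 738 and 590 counts in senescent replicates 1, 2 and 3 and 8, 64 and 25 counts in drug-recovered replicates 1, 2 and 3. Its level was 31.4 ± 3.53 CPM in senescent and 1.34 ± 1.12 CPM in drug-recovered cells (SD, n = 3), at least 245-fold and 10.5-fold above naïve cells. The bound for drug-recovered cells is for their mean, which rests most on replicate 2, and it does not hold for each replicate. Vwf (ENSMUSG00000001930, chromosome 6 from 125546774 to 125686679), the gene of von Willebrand factor, rose from 0.441 ± 0.121 to 123 ± 16.6 CPM (SD, n = 3), a log2 fold change of 8.11 (standard error 0.22, adjusted p = 4.28e-08, edgeR). In drug-recovered cells Vwf was lower than in senescent cells by a log2 fold change of -6.91 (adjusted p = 6.68e-08, edgeR) and, at 1.03 ± 0.208 CPM (SD, n = 3), above naïve cells (adjusted p = 0.0136, edgeR). The latter was not past the threshold without naïve replicate 2 or drug-recovered replicate 3 or with only these groups fitted, and ran from 0.00253 to 0.0505 over the alternatives (adjusted p, edgeR, DESeq2 or limma-voom). C3 (ENSMUSG00000024164, chromosome 17 from 57203970 to 57228136), which encodes complement component C3, rose from 30.5 ± 0.983 to 209 ± 21.1 CPM (SD, n = 3), a log2 fold change of 2.78 (standard error 0.14, adjusted p = 8.07e-07, edgeR). It then fell to 29.2 ± 4.89 CPM in drug-recovered cells, and its log2 fold change against naïve cells was -0.06 (standard error 0.13, adjusted p = 0.722, edgeR), within the spread between replicates. With library size alone or upper quartile scaling that value was 0.10 or 0.05, and without drug-recovered replicate 1 it was 0.06. The receptor gene C5ar1 was at the floor in naïve and drug-recovered cells and at least 33.5-fold higher in senescent than in naïve cells.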

GSEA demonstrated that the coagulation and complement hallmark pathways were highly upregulated during senescence in DA3/EPOR cells. Three components of the coagulation and complement gene sets were selected for qRT-PCR analysis using RNA isolated from naïve, senescent, and drug-recovered cells. Expression of SerpinB2 (PAI2), vWF (Von Willebrand factor), and C3 (complement III) mRNA increased during senescence in DA3/EPOR cells (Fig. 3I). SerpinB2 and vWF mRNA levels returned to basal levels with prolonged time in culture. Expression of C3 remained stably elevated in drug-recovered cells on day 9 and day 20 post-treatment, indicating that although the majority of genes in drug-recovered cells return to basal levels, there are some phenotypic distinctions between drug-recovered and naïve cells (Fig. 3I).

The drug-recovered population is heterogeneous, consisting of cells proliferating after a transient cell cycle arrest, cells that have escaped senescence, and cells that remain in senescence. To determine whether the RNA-seq and qRT-PCR of the drug-recovered population reflected cells that truly escaped from drug-induced senescence, we performed qRT-PCR on four escaped clones and assessed the levels of SerpinB2, which was upregulated in drug-recovered cells. Here again, we see inter-clonal heterogeneity in the expression of SerpinB2; escaped clone XC2 displayed significantly elevated SerpinB2 relative to parental control cells and to the 3 other independent escaped clones (Fig. 3J).

To explore the possibility that SerpinB2, vWF, and C3 are potential biomarkers of therapy-induced senescence in human leukemia, 3 human AML cell lines, OCI-AML4, OCI-AML5, and OCIM2 were treated with Dox for 24 h and high levels of SA-β-gal positive cells were detected 3 days after drug treatment (Supplementary Fig. 7B). Consistent with the senescent phenotype, OCI-AML4, OCI-AML5, and OCIM2 exhibited increased cell size (Supplementary Fig. 5C). qRT-PCR analysis demonstrated that SerpinB2 mRNA levels increase significantly during Dox-induced senescence in all 3 human AML cell lines (Fig. 3K). Previous reports have suggested that SerpinB2 is a marker of senescence and may aid in the maintenance of the senescent state [21]. Dox-induced senescent OCI-AML5 cells had elevated levels of C3; expression of C3 in Dox-induced senescent OCI-AML4 and OCIM2 trended upward (Supplementary Fig. 7D). vWF was not detected in these human AML cell lines (data not shown). OCI-AML5 and OCIM2 cells were also treated with the clinically relevant drug DNR for 24 h. DNR-treated OCI-AML5 and OCIM2 cells entered senescence 3 days after drug treatment based on high levels of SA-β-gal positivity and increased cell size (Supplementary Fig. 7E, F) and expressed increased levels of SerpinB2 and C3 mRNA (Fig. 3L). We propose that SerpinB2 and C3 be considered biomarkers of chemotherapy-induced senescence in AML.

### Senescent DA3/EPOR cells mimic embryonic diapause

Chemotherapy-treated colon carcinomas, adenocarcinoma, and acute myeloid leukemias were recently shown to enter a reversible diapause-like cell state that enabled cell survival during drug treatment [6, 12, 13]. Diapause is a reversible, evolutionary conserved, embryonic stress state, which enhances cell survival in response to environmental stress. Using GSEA and a diapause gene set [6, 22], we observed significant enrichment for diapause-associated genes in senescent DA3/EPOR cells (Fig. 4A).

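The diapause genes of Supplementary Table 2 comprise 116 names of genes up and 642 of genes down in diapause, of which 50 and 556 were tested. In senescent against naïve cells the genes up in diapause had a median log2 fold change of 0.90, with 30 higher and 6 lower at an adjusted p under 0.05 (edgeR). As a set they were higher than the other genes (camera, adjusted p = 4.65e-04; fry, adjusted p = 2.43e-05), but not with the correlation estimated from the samples (adjusted p = 0.205), and the alternatives ran from 7.93e-06 to 0.205. Among them, Ahnak2 had a log2 fold change of 5.60 (standard error 0.31, adjusted p = 1.29e-06, edgeR) and Gstm1, whose reads can be shared with its paralogs, 6.45 (adjusted p = 4.38e-07, edgeR). Piwil4 was at the floor in naïve cells and at least 8.09-fold higher in senescent cells. The genes down in diapause had a median of -0.37, with 243 lower and 106 higher. They were lower than the other genes by camera (adjusted p = 0.00110), but not by fry (adjusted p = 0.0851) or with the estimated correlation (adjusted p = 0.604), and the alternatives ran from 7.93e-06 to 0.604. Tk1 fell most among them, with a log2 fold change of -2.34 (adjusted p = 0.00249, edgeR). Ranked by the signal-to-noise ratio, the genes up in diapause had a normalized enrichment score of 1.43 (fgsea, adjusted p = 0.0134). The genes down in diapause had one of 0.44, which was not past the threshold and whose sign depended on the ranking. It was -1.50 with the signed square root of F (adjusted p = 0.00926, fgsea) and -2.06 with CPM without the logarithm (adjusted p = 0.111, fgsea). Both sets also stood apart from the other genes in drug-recovered against naïve cells by camera, with medians of 0.62 (0.58 with genes at the floor set to their bound; adjusted p = 8.44e-04) and -0.43 (adjusted p = 5.35e-11). The medians in drug-recovered replicates 1, 2 and 3, as log2 ratios to the naïve mean, were 0.19, 0.72 and 0.66 for the genes up and -0.12, -0.66 and -0.57 for the genes down in diapause.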

**Fig. 4:**
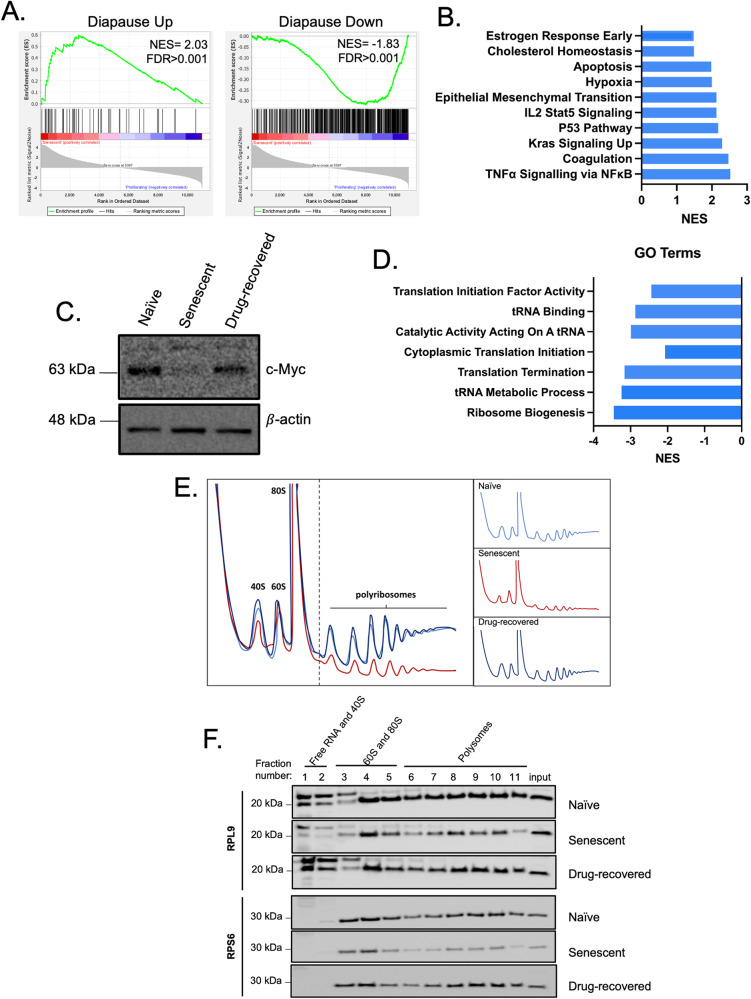
Drug-induced senescence is associated with an embryonic-diapause-like state. **A** GSEA plots of senescent DA3/EPOR cells compared to control cells using a curated diapause gene set of genes up and down-regulated in a diapause state (diapause gene set was derived from Boroviak and colleagues (2015); and is identical to the Diapause gene set used in 6; Supplementary Table 2). **B** NES of Hallmark gene sets found in a diapause state. All Hallmarks had an FDR < 0.01 (Hussein et al., 2020). **C** Representative western blot of c-Myc in proliferating, senescent, and drug-recovered DA3/EPOR cells (*n* = 2 biological replicates). **D** NES of Gene Ontology (GO) related to the translation of senescent DA3/EPOR cells compared to proliferating controls. **E** Representative traced polysome profiles of proliferating, senescent, and drug-recovered (Day 9) DA3/EPOR cells. Overlayed traced polysome profiles are on the left; individual traced polysome profiles are on the right. **F** Fractions of polysomes were taken, and protein was isolated. RPL9 and RPS6 levels were analyzed by western blot. *n* = 3 independent experiments.

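Of the hallmarks drawn in Fig. 4B, the p53 pathway and TNF signaling through NF-kB have a counterpart among the hand-compiled lists; the others were not tested here. In senescent against naïve DA3/EPOR cells, 27 of 37 tested p53 target genes were higher, with a median log2 fold change of 1.73 (camera, adjusted p = 9.73e-08). Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727), which encodes p21, rose from 99.5 ± 1.30 to 377 ± 15.7 CPM (SD, n = 3), a log2 fold change of 1.92 (standard error 0.13, adjusted p = 3.35e-06, edgeR). It remained 0.48 above naïve cells on the log2 scale in drug-recovered cells (adjusted p = 0.0192, edgeR), which was not past the threshold without naïve replicate 1, 2 or 3 or drug-recovered replicate 3 or with only these groups fitted, and ran from 3.14e-06 to 0.0657 over the alternatives (adjusted p, edgeR, DESeq2 or limma-voom). Mdm2 rose by 2.16 (standard error 0.16, adjusted p = 7.28e-06, edgeR), and Cd80 and Btg2 rose by 5.65 and 3.94 (adjusted p = 5.70e-07 and 1.62e-06, edgeR). Trp53 itself was lower in senescent than in naïve cells, with a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.00562, edgeR). In drug-recovered replicates 1, 2 and 3 the median log2 ratio of the p53 target genes to the naïve mean was 0.20, 0.72 and 0.44, and their median log2 fold change against naïve cells was 0.55 (0.48 with genes at the floor set to their bound), or 0.36 without drug-recovered replicate 2. Among NF-kB and TNF response genes, 61 of 73 were higher in senescent cells, with a median of 1.72 (camera, adjusted p = 7.30e-15). Il1a was at the floor in naïve and drug-recovered cells and at least 33.0-fold higher in senescent than in naïve cells. The median of this list in drug-recovered replicates 1, 2 and 3 was 0.05, 0.92 and 0.48 relative to the naïve mean, and its median log2 fold change against naïve cells was 0.58 (0.52 with floor genes at their bound), or 0.31 without drug-recovered replicate 2. With the correlation estimated from the samples, neither list was past the threshold (camera, adjusted p = 0.0557 and 0.144). Over the alternatives with no replicate left out, their adjusted p values ran from 1.72e-14 to 0.0557 and from 1.74e-18 to 0.144.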

Senescent DA3/EPOR cells were enriched for multiple diapause-associated hallmark pathways [23] (Fig. 4B). Inhibition of Myc and mTOR promotes a dormant state that mimics diapause [24, 25]. Both Myc and mTOR pathways were downregulated in senescent DA3/EPOR cells (Fig. 3E). 

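Of 66 Myc target genes compiled by hand, 61 were lower in senescent than in naïve cells, with a median log2 fold change of -1.25 (camera, adjusted p = 2.40e-12; fry, adjusted p = 0.00108). Mcm5 fell by 2.03 on the log2 scale (standard error 0.22, adjusted p = 4.83e-05, edgeR) and Ung fell by 2.43 (standard error 0.68, adjusted p = 0.0110, edgeR). Of 70 mTORC1-responsive genes, 37 were lower and 7 higher, with a median of -0.65 (camera, adjusted p = 5.69e-05; fry, adjusted p = 0.00232), and 12 were higher without drug-recovered replicate 1. Bcat1 fell most among these, with a log2 fold change of -2.60 (standard error 0.19, adjusted p = 5.45e-06, edgeR). Neither list was past the threshold with the correlation estimated from the samples (adjusted p = 0.305 and 0.325, camera), where the alternatives ran from 1.62e-22 to 0.305 and from 3.26e-09 to 0.325. The Myc target genes were also lower in drug-recovered than in naïve cells, with a median of -0.84 (camera, adjusted p = 4.97e-18), and in drug-recovered replicates 1, 2 and 3 their median log2 ratio to the naïve mean was -0.40, -1.15 and -1.07. For the mTORC1-responsive genes these ratios were 0.01, -0.61 and -0.53, and the median log2 fold change against naïve cells was -0.31, or -0.56 without drug-recovered replicate 1, -0.19 without drug-recovered replicate 2 and -0.20 without drug-recovered replicate 3. The mRNA of Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) was at 266 ± 6.78 CPM in naïve, 237 ± 9.07 in senescent and 196 ± 32.3 in drug-recovered cells (SD, n = 3). Its log2 fold change in senescent against naïve cells was -0.16 (standard error 0.11, adjusted p = 0.221, edgeR), and past the threshold without drug-recovered replicate 1 (adjusted p = 0.00516, edgeR) and when only these groups were fitted (adjusted p = 0.00283, edgeR), where the alternatives ran from 0.00283 to 0.496. In drug-recovered against naïve cells it was -0.44 (adjusted p = 0.0183, edgeR), which was not past the threshold without naïve replicate 1, 2 or 3 or drug-recovered replicate 2 or 3 or with only these groups fitted, and ran from 7.47e-07 to 0.0660 over the alternatives (adjusted p, edgeR, DESeq2 or limma-voom).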

Diapaused epiblasts exhibit decreased proliferation, decreased Myc expression, reduction in translation-associated genes, and reduced translation [22]. To evaluate whether senescent, non-proliferating DA3/EPOR cells were in a diapause-like state, levels of Myc expression and translation were assessed. Senescent cells demonstrated decreased c-Myc protein levels, which increased to normal levels after proliferation resumed on day 9 (Fig. 4C; Supplementary Fig. 13). GSEA demonstrated that gene ontology (GO) translation initiation and termination, as well as tRNA metabolic processes and ribosome biogenesis, were downregulated in senescent DA3/EPOR cells compared with naïve cells (Fig. 4D). 

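The translation machinery was followed with 4 lists compiled by hand in place of the gene ontology sets. Of 37 aminoacyl-tRNA synthetase genes, 28 were lower in senescent than in naïve cells, with a median log2 fold change of -0.86 (camera, adjusted p = 1.16e-07). Mars fell by 1.54 on the log2 scale (standard error 0.09, adjusted p = 1.65e-06, edgeR). Of 40 translation initiation factor genes, 29 were lower, with a median of -0.74 (camera, adjusted p = 7.54e-06), and the cap-binding factor Eif4e had a log2 fold change of -1.22 (standard error 0.14, adjusted p = 6.87e-05, edgeR). Of 110 ribosome biogenesis genes, 104 were lower, with a median of -1.05 (camera, adjusted p = 1.45e-17), and Npm3 fell by 1.95 (standard error 0.20, adjusted p = 3.71e-05, edgeR). With the correlation estimated from the samples, the synthetases stayed past the threshold (adjusted p = 0.0303, camera), and the initiation factors and ribosome biogenesis genes did not (adjusted p = 0.305 and 0.247, camera). Over the alternatives the adjusted p of camera or fry ran from 4.16e-14 to 0.0303 for the synthetases, from 7.76e-12 to 0.305 for the initiation factors and from 9.72e-33 to 0.247 for ribosome biogenesis. The 79 cytosolic ribosomal protein genes moved the other way, with 52 higher, a median of 0.32 and an adjusted p of 0.0224 by camera, or 0.670 with the estimated correlation and from 1.82e-04 to 0.670 over the alternatives. Reads of ribosomal protein genes can be shared with their many pseudogenes, so their values are uncertain. With that limit, Rpl9 had a log2 fold change of 0.35 (adjusted p = 0.00259, edgeR) and Rps6 one of 0.20 (adjusted p = 0.0258, edgeR), the latter not past the threshold without naïve replicate 1 or 2 or senescent replicate 1 or 2, with library size alone as the scaling, with no filter or with a replicate block, and from 3.17e-04 to 0.209 over the alternatives. In drug-recovered replicates 1, 2 and 3 the median log2 ratio to the naïve mean was -0.09, -0.18 and -0.02 for the synthetases, -0.23, -0.61 and -0.57 for the initiation factors, -0.38, -0.94 and -0.86 for ribosome biogenesis and 0.02, -0.16 and 0.00 for the ribosomal proteins. Ribosome biogenesis genes thus remained lower in drug-recovered than in naïve cells, with a median log2 fold change of -0.68 (camera, adjusted p = 3.21e-25; fry, adjusted p = 0.0104). The synthetases had a median of -0.09 against naïve cells, whose sign changed to 0.06 with library size alone as the scaling and 0.01 with upper quartile scaling, and the ribosomal proteins one of -0.05, which changed to 0.10 and 0.05. With 1 sample left out, the synthetases were at -0.18 without drug-recovered replicate 1, -0.05 without drug-recovered replicate 2 and -0.15 without drug-recovered replicate 3, and the ribosomal proteins at -0.02 without naïve replicate 3, -0.09 without drug-recovered replicate 1 and 0.01 without drug-recovered replicate 2.

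**Figure D2:**
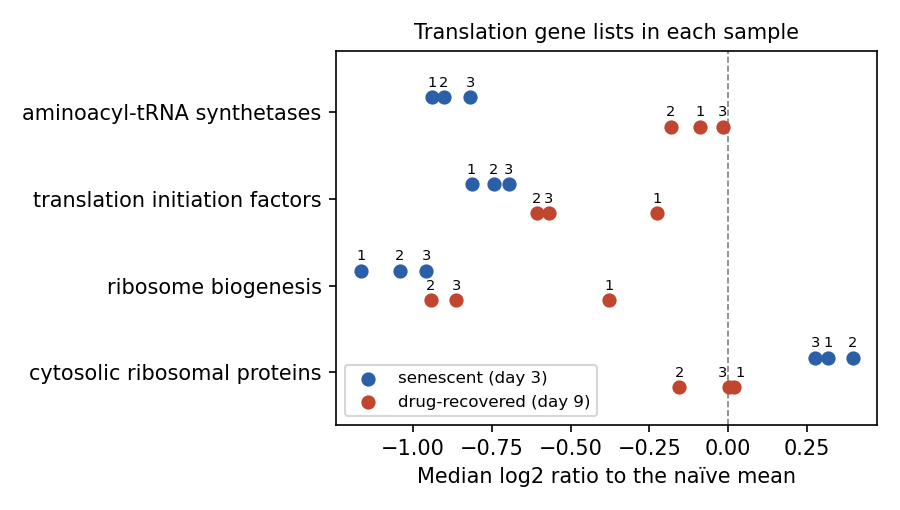
Median log2 ratio to the naïve mean of the genes of each translation list (horizontal axis) in the senescent and drug-recovered DA3/EPOR samples, with TMM scaling. Each point is 1 sample, labelled with its replicate number, and 0 is the naïve mean. The ribosome biogenesis genes lie at -1.17, -1.04 and -0.96 in the senescent and -0.38, -0.94 and -0.86 in the drug-recovered samples. The medians of the synthetases and ribosomal proteins in drug-recovered against naïve cells change sign with library size alone or upper quartile scaling.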

Polysome analysis by sucrose gradient centrifugation, revealed that senescent DA3/EPOR cells had reduced global translation that returned to normal levels in the drug-recovered cells (Fig. 4E). Consistent with reduced translation, senescent cells displayed an altered distribution of ribosomal proteins RPL9 and RPS6 in the polysome fractions, with relatively higher levels in the free subunit and monosome fractions (Fig. 4F; Supplementary Fig. 14). Together, these data point towards an association between drug-induced senescence and the diapause state in DA3/EPOR cells.

### Lysosomal activity protects senescent leukemia cells

KEGG pathway analysis of the RNA-seq data indicated that the lysosome pathway was one of the highest enriched pathways during senescence and that the proteasomal pathway was downregulated (Fig. 3F). 

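Of 81 lysosome genes compiled by hand, 69 were higher in senescent than in naïve cells, with a median log2 fold change of 1.00 (camera, adjusted p = 1.61e-13; with the estimated correlation, 0.0402; over the alternatives, from 2.98e-16 to 0.0402). Glb1 (ENSMUSG00000045594, chromosome 9 from 114401076 to 114474898), which encodes the lysosomal β-galactosidase, rose from 85.5 ± 3.11 to 374 ± 25.7 CPM (SD, n = 3), a log2 fold change of 2.13 (standard error 0.08, adjusted p = 1.69e-07, edgeR). The sulfatase gene Sgsh rose by 6.87 on the log2 scale (standard error 0.91, adjusted p = 1.76e-04, edgeR). Atp6v0d2, a subunit of the proton pump, and Igf2r, the receptor that sorts lysosomal enzymes, were at the floor in naïve cells and at least 25.8-fold and 39.3-fold higher in senescent cells. From senescent to drug-recovered cells the lysosome list fell, with a median of -0.98 (camera, adjusted p = 3.07e-17). Against naïve cells it stood at 0.02, -0.07 and -0.18 in drug-recovered replicates 1, 2 and 3, and its median log2 fold change was -0.07, or -0.13 without drug-recovered replicate 1, with a change of sign to 0.08 with library size alone as the scaling and 0.03 with upper quartile scaling. Of 34 proteasome genes, 25 were lower in senescent than in naïve cells, with a median of -0.69 (camera, adjusted p = 2.59e-04; fry, 0.0144; with the estimated correlation, 0.533; over the alternatives, from 2.80e-09 to 0.533). Psmc3 fell by 0.99 (standard error 0.15, adjusted p = 4.46e-04, edgeR), Psmd6 fell by 1.00 (adjusted p = 0.00305, edgeR) and Psmd7 fell by 0.99 (adjusted p = 0.0165, edgeR), the last not past the threshold without senescent replicate 1 (adjusted p = 0.0549, edgeR, and from 5.93e-12 to 0.0549 over the alternatives). The 5 immunoproteasome genes did not move as a set in senescent against naïve cells (median 0.32, camera, adjusted p = 0.882). In drug-recovered against naïve cells all 5 were lower at an adjusted p under 0.05 (edgeR), but only 2 without naïve replicate 3. Their median there was -0.78 (camera, adjusted p = 0.00364, or 0.394 with the estimated correlation). The proteasome list was also lower in drug-recovered than in naïve cells, with a median of -0.64 (camera, adjusted p = 4.39e-09) and log2 ratios to the naïve mean of -0.19, -1.03 and -0.84 in drug-recovered replicates 1, 2 and 3. The adjusted p was 0.394 in camera with the estimated correlation and 0.0213 in fry. Of its genes 27 were lower at an adjusted p under 0.05 (edgeR), but 1 with only these groups fitted. Without naïve replicate 3 or drug-recovered replicate 3 the number was 0.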

Senescent DA3/EPOR cells display an increased level of SA-β-gal activity, an indicator of lysosomal mass [26] (Fig. 1B). In addition, senescent cells stained more intensely with the LysoTracker probe than proliferating cells (Fig. 5A). As the proteasome and lysosome are integral for protein turnover and cellular homeostasis we asked whether the lysosomal pathway might be enriched to compensate for loss of the proteasome pathway.

**Fig. 5:**
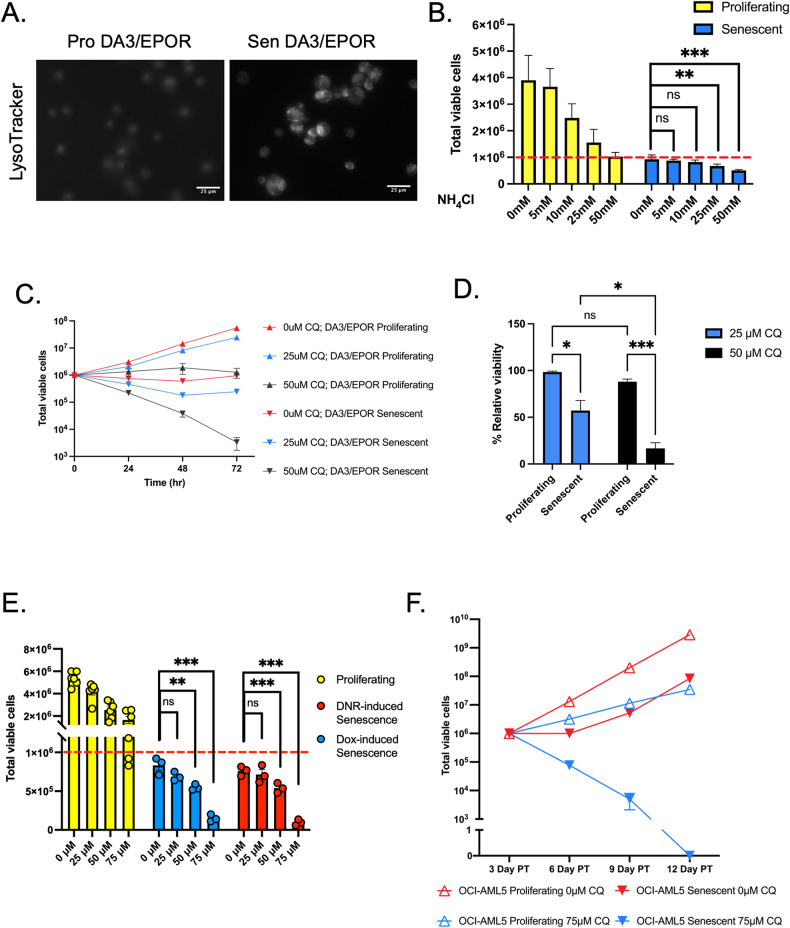
Upregulation of the lysosomal pathway promotes the survival of drug-induced senescent cells. **A** Representative immunofluorescence images of proliferating and senescent DA3/EPOR cells stained for 30 min with LysoTracker Red DND-99. **B** Viable proliferating and senescent (3 days post-dox treatment) DA3/EPOR cells were treated with increasing concentrations of NH_4_Cl or vehicle control for 24 h. The dashed red line indicates the initial number of cells seeded prior to treatment. Cell numbers that fall below the dashed red line reflect cytotoxicity. Mean ± SEM, *n* = 4 independent experiments; one-way ANOVA. **C** Senescent and proliferating DA3/EPOR cells were treated for 72 h as indicated and viable cells were counted every 24 h. Senescent cells were obtained 3 days after Dox treatment. Mean ± SEM, *n* = 3 independent experiments. **D**. Senescent and proliferating OCI-AML5 cells were treated with increasing concentrations of chloroquine (CQ) or vehicle control for 48 h. The dashed red line indicates the initial number of cells seeded prior to treatment. Cell numbers that fall below the dashed red line reflect cytotoxicity. Mean ± SEM, *n* = 6 independent experiments for proliferating cells, n = 3 for senescent cells obtained after Dox treatment, *n* = 3 for senescent cells obtained after DNR treatment; one-way ANOVA. **E** Proliferating and senescent (3 days post-DNR treatment) OCI-AML5 cells were treated with 75 μM CQ and viable cells were counted every 3 days. Mean ± SEM, *n* = 3 independent experiments. **F** Proliferating and senescent (3 days post-DNR treatment) OCI-AML5 cells were treated with 75 μM CQ and viable cells were counted every 3 days. Mean ± SEM, *n* = 3 independent experiments. Statistical significance is shown by ns, not significantly different, *P < 0.05, **P < 0.01, ***P < 0.001.

To test whether enhanced lysosomal activity promoted survival in senescent DA3/EPOR cells, cells were treated for 24 h with NH_4_Cl, a lysosome inhibitor. Senescent DA3/EPOR cells demonstrated increased sensitivity to NH_4_Cl compared with proliferating control cells (Fig. 5B). Non-senescent cells exhibited proliferation, albeit slowed, while the senescent population demonstrated a decrease in cell number from the initial number of viable cells seeded. Next, we treated DA3/EPOR cells with chloroquine (CQ), another known lysosome inhibitor, for 72 h and observed striking senolytic activity, specifically killing senescent cells (Fig. 5C). We confirmed that the reduced number of cells treated with CQ was due to a decrease in the rate of proliferation and that CQ has specific lytic activity in senescent DA3/EPOR cells (Fig. 5D).

To examine whether CQ has similar senolytic activity on human AML cells, we treated OCI-AML5 cells with Dox or DNR to induce senescence and treated the cells with increasing concentrations of CQ. CQ exhibited senolytic activity in the senescent population (Fig. 5E). OCIM2 cells are highly sensitive to CQ and as a result, we were unable to evaluate senolytic activity in these cells (Supplementary Fig. 8). We observed that OCI-AML5 cells induced to enter senescence with DNR (0.1 μM, 24 h) are able to resume proliferation 6–9 days after drug treatment. We targeted the senescent leukemic cells with 75 μM CQ and effectively eliminated this population of cells. In contrast, proliferating OCI-AML5 cells treated with CQ had a reduced rate of proliferation, but remained viable (Fig. 5F).

### Senescence gene signature is associated with poor survival in AML and multiple other cancers

Given the potential role of senescent cells in facilitating AML relapse [6, 7], we investigated whether a senescence gene signature may be a prognostic marker of overall survival in AML. We generated a senescence-associated gene signature curated from the most differentially expressed genes using our RNA-seq data performed on Dox-induced senescent DA3/EPOR cells. The senescent DA3/EPOR signature was created by taking the top 150 genes upregulated during Dox-induced senescence that were recognized by Gene expression profiling interactive analysis (GEPIA2) [27]. 

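The paper gives 150 genes for this signature, and the copy of Supplementary Table 1 used here lists 123 names, so no overlap or enrichment was tested on it. Of these, 110 matched a mouse gene and 104 were expressed enough to be tested, and 104 were higher in senescent than in naïve cells at an adjusted p under 0.05 (edgeR). The genes were chosen by the study from these same samples, so this number is not independent evidence. The 5 with the largest increase were at the floor in naïve cells, and their folds are bounds. Il1f9 was at 18.7 ± 1.39 CPM (SD, n = 3) in senescent cells, at least 146-fold above naïve cells. Cgnl1 was at 8.45 ± 1.08 CPM (SD, n = 3), at least 65.9-fold above naïve cells. For Alox15, Ms4a7 and Adam19 the bounds were 59.3-fold, 42.6-fold and 36.4-fold.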

We utilized the Cancer Genome Atlas (TCGA) AML cohort and segregated the patients into two groups defined as residing within the top and bottom 3 quartiles of the senescence signature. Notably, TCGA data are derived from de novo AML patient samples prior to therapy. Kaplan–Meier analysis showed that patients with a high signature score had significantly worse overall survival than patients with a low signature score (Fig. 6Ai). Furthermore, we analyzed the same TCGA cohort of AML patients for the senescence signature derived independently in three other studies [28–30]. Notably, these senescence signatures were derived using human fibroblasts and endothelial cells. Patients were segregated into two groups, defined as having a high or low senescence signature. Kaplan-Meier analysis showed that AML patients with a high signature score had worse overall survival than patients with a low signature score (Fig. 6Aii-iv). A similar correlation with AML survival was found using a previously published senescent AML-associated gene signature (Fig. 6Av; 6).

**Fig. 6:**
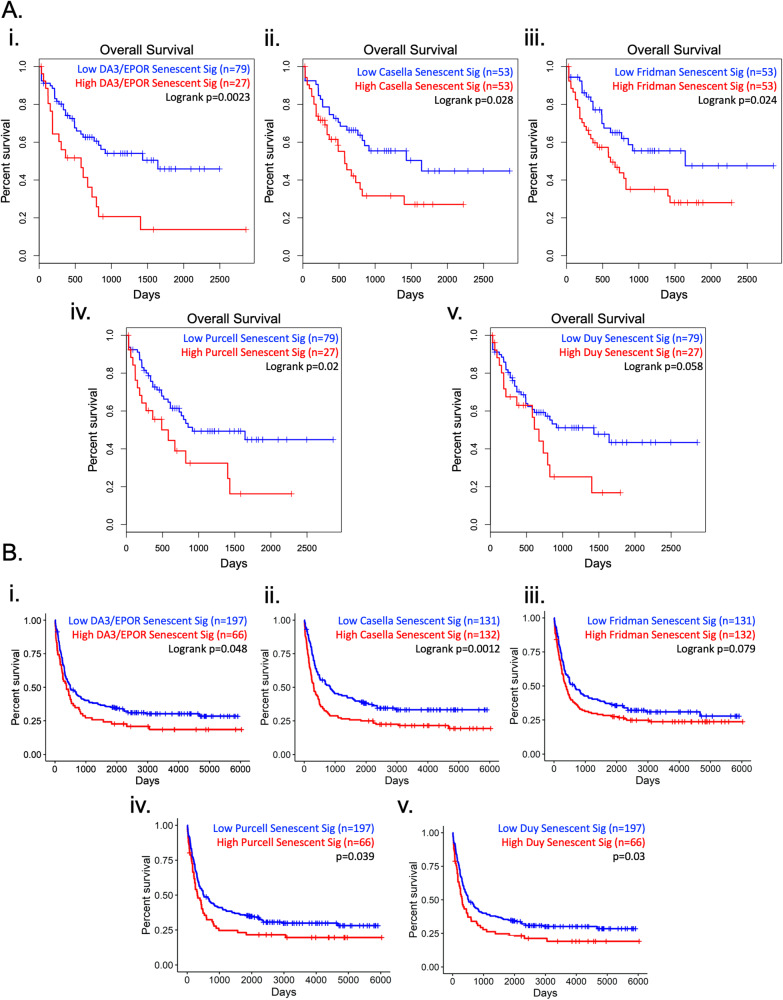
Senescence signature is associated with reduced AML patient survival. **A** Kaplan–Meier survival curves were generated on GEPIA2 using publicly available TCGA data. i. Overall survival of AML patients was segregated based on the top and bottom 3 quartiles of high and low expression of the DA3/EPOR senescent signature. The DA3/EPOR senescent signature consisted of the top 150 upregulated genes (recognized by GEPIA2) during senescence in DA3/EPOR cells compared to proliferating controls (Fig. 3D; Supplementary Table 1). ii. Overall survival of AML patients was segregated based on the median high and low expression of the Casella senescent signature [30]. Antisense and LINC RNAs were excluded from the analysis (Supplementary Table 1). iii. Overall survival of AML patients was segregated based on the median high and low expression of the Fridman senescent signature (Supplementary Table 1 [28]). iv. Overall survival of AML patients was segregated based on the top and bottom 3 quartiles of high and low expression of the Purcell senescent signature. CCDC80, CLDN1, GMPR, ITGB3, NEGR1, ODZ2, and SCN3A were excluded from the analysis, as they were upregulated in control cells (Supplementary Table 1 [29]). v. Overall survival of AML patients segregated based on top and bottom 3 quartiles of high and low expression of the Duy senescent signature (Supplementary Table 1 [6]). **B** Kaplan–Meier survival curves were generated using the BCLQ-Leucegene cohort. i. Overall survival of AML patients was segregated based on the top and bottom 3 quartiles of high and low expression of the DA3/EPOR senescent signature (Fig. 3D; Supplementary Table 1). ii. Overall survival of AML patients was segregated based on the median high and low expression of the Casella senescent signature [30]. Antisense and LINC RNAs were excluded from the analysis (Supplementary Table 1). iii. Overall survival of AML patients was segregated based on the median high and low expression of the Fridman senescent signature (Supplementary Table 1 [28]). iv. Overall survival of AML patients was segregated based on the top and bottom 3 quartiles of high and low expression of the Purcell senescent signature. CCDC80, CLDN1, GMPR, ITGB3, NEGR1, ODZ2, and SCN3A were excluded from the analysis, as they were upregulated in control cells (Supplementary Table 1 [29]). v. Overall survival of AML patients segregated based on top and bottom 3 quartiles of high and low expression of the Duy senescent signature (Supplementary Table 1 [6]).

To further investigate whether the senescence signatures were associated with reduced overall survival in AML, we employed the BCLQ-Leucegene cohort of 263 sequenced samples collected from newly diagnosed patients with de novo AML treated with intensive chemotherapy [31]. We interrogated the BCLQ-Leucegene cohort with each respective senescence-associated gene signature using the same cut-offs that were applied to the TCGA AML cohort. High expression of our DA3/EPOR senescence signature had significantly worse overall survival in the BCLQ-Leucegene cohort compared with the low signature group (Fig. 6Bi). Interestingly, other senescence signatures derived from non-AML cells also showed an association with worse overall survival in the BCLQ-Leucegene cohort (Fig. 6Bii-v). In addition, we inquired whether the senescence signatures are prognostic in the BeatAML cohort but were unable to show an association in either direction within this cohort using all 5 senescent gene signatures (Supplementary Fig. 9A–E).

We extended our analysis to various cancers of the TCGA and found that a high senescence signature [28] corresponds to poor overall survival in some but not all cancers (Supplementary Fig. 10A, B).

## Discussion

In this study, we used an experimental cell model to show that chemotherapy induces reversible senescence in myeloid leukemia, allowing some cells to resist drug treatment and resume proliferation when the drug is removed. How escaped cells differ from senescent and naïve cells is largely unknown. We show that the naïve parental DA3/EPOR population and naïve clones derived from single cells can enter drug-induced senescence. A small fraction of cells that enter drug-induced senescence exhibit asynchronous exit from senescence. Clonal expansion from single cells revealed extensive heterogeneity in the growth rate of escaped cells. Moreover, escaped clones exhibit different sensitives to a second round of drug treatment. We also find inter-clonal variability in the expression of a senescence-associated gene, SerpinB2.

Based on the single-cell assays, autonomous escape from senescence appears to be a rare event occurring in an asynchronous manner several days post-treatment; it remains possible that cells may be to escape senescence after longer periods of time that were assessed. In contrast, the pooled drug-recovered population of DA3/EPOR cells resumes proliferation within 4 days post-treatment. The drug-recovered population that resumes proliferation is likely to be composed of cells that were never arrested, cells that went through a transient arrest, and cells that recovered from senescence. Our single-cell assay demonstrates that cells can escape senescence in a spontaneous autonomous manner. However, we cannot overlook the possibility that the pooled drug-treated population can act in a paracrine-like manner to facilitate the escape of senescent cells or influence the rate of escape.

Three highly expressed genes in senescent cells include vWF, C3, and SerpinB2, components of the coagulation and complement hallmark gene sets. Complement effectors directly enhance coagulation and complements inhibit anti-coagulant factors. C3, a gene playing a central role in the complement cascade and a part of the coagulation gene set, was the only validated gene to remain stably upregulated in the drug-recovered population, demonstrating that the drug-recovered population retains some senescence-associated phenotypes and are distinct from naïve proliferating controls. The interactions of complement with other inflammatory mediators can increase the thrombogenicity of blood [32]. Using C3−/− and C5−/− mice models, Subramaniam and colleagues (2017) reported that complement proteins participate in venous thrombosis after ligation of the inferior vena cava [33]. The activation of SASP in senescent cells may also contribute to thrombosis [34]. Thrombosis occurs in up to 10% of patients with newly diagnosed AML with most thrombotic events occurring before the start of the second course of chemotherapy [35]. In addition, 28% of patients with multiple myeloma undergoing chemotherapy experience deep vein thrombosis [36]. The possible contribution of drug-induced senescent cells to thrombosis in patients undergoing chemotherapy is intriguing and warrants further investigation.

Consistent with our previous study, we find that EPO mediates the survival of DA3/EPOR cells and allows cells to persist through drug treatment [5]. Senescent DA3/EPOR cells enter dormancy with reduced translation and expression of c-MYC that resembles a diapause state. Transcriptional profiles of senescent DA3/EPOR cells show parallels with diapause epiblasts. A diapause-like state has been recently shown to promote a reversible state of drug persistence in colon cancer and AML [6, 13]. The molecular mechanisms that enable cancer cells to persist through drug treatment are largely unknown. In our study, the escaped clones retained sensitivity to drug treatment and retained the ability to re-enter senescence, indicating that resistance to drug treatment was a transient response. We propose a non-genetic mechanism in which cells gain transient resistance. We show that DA3/EPOR cells enter a drug-induced senescent state that mimics diapause. Survival of cells post-therapy in the senescent, diapause-like state partially depends on continued EPO treatment. Traditionally, senescence has been viewed as a tumor-suppressive barrier that halts the progression of tumor formation. We propose that tumor cells can exploit the senescent phenotype to persist throughout the duration of chemotherapy. Persistent cancer cells can utilize multiple, non-mutually exclusive, evolutionarily conserved stress responses to survive therapy [19].

The mechanism underlying the deleterious effects observed in cancer patients receiving EPO-stimulating agents to treat anemia is not well understood. EPO, acting through the canonical EPO-R or through ephrin-type B receptor 4 (EphB4), an alternative EPO-R, may account for the increased tumor growth and progression through downstream activation of the Src-STAT3 pathway seen in cancer patients treated with ESAs [37]. EPO-R and EphB4 are expressed in a wide range of tissues, hematopoietic and nonhematopoietic cancers at the RNA and protein level [38–40]. A remarkable degree of heterogeneity in EPOR expression is found in AML (Supplementary Fig. 10). Our findings suggest that ESAs may contribute to tumor progression and decreased patient survival by promoting and sustaining cellular senescence in response to chemotherapy.

We are uncertain why the senescence gene signatures were not prognostic in the BeatAML cohort in contrast with the TCGA and BCLQ-Leucegene cohorts. The BeatAML cohort is different from the TCGA and the BCLQ-Leucegene cohorts, as the TCGA and BCLQ-Leucegene studies consisted of samples taken from de novo AML at the time of diagnosis, whereas the BeatAML study consisted of samples taken from patients with myeloproliferative neoplasms, different forms of AML including AML that transformed from a background of myelodysplastic syndrome and AML at various stages of disease (diagnosis, residual, relapse, post-therapy) [41, 42]. An additional factor that likely influenced the difference in the prognostic ability of the senescent gene signatures was that patients within the cohorts had different treatment regimens.

AML cells emerging from therapy-induced senescence may contribute to patient relapse, seen in 40–50% of AML patients [43]. Clinical studies report that chemotherapy promotes senescence in AML [6] and in other cancers [44]. Heterogeneity within the drug-free recovered population may contribute to increased aggression in relapsed patients [45]. Although senescent cells are resistant to Dox-induced apoptosis, senolytic drugs can be used to selectively eliminate senescent cells [46]. Here we show that the lysosome pathway is upregulated during therapy-induced senescence and this promotes the survival of DA3/EPOR cells; lysosome inhibition and cytotoxic drug treatment display synthetic lethality in certain mouse and human leukemic cell lines. CQ, an FDA-approved anti-malaria drug, can be used to inhibit lysosome function and may act as a senolytic for therapy-induced senescence cells in AML patients undergoing chemotherapy. Eliminating therapy-induced senescent cells may decrease the detrimental effects of SASP and the frequency of AML relapse.

## Methods

### Cell Culture

DA3/EPOR cells and derivative clones [5, 17] were maintained at 37 °C with 5% CO_2_ in RPMI 1640 media supplemented with 10% fetal bovine serum (FBS) and 1 U/ml recombinant human erythropoietin (EPO). OCI-AML4, OCI-AML5, and OCIM2 cells were obtained from Dr. Mark Minden (University Health Network, Toronto); these cells were maintained at 37 °C with 5% CO_2_ in α-MEM with 10% FBS. Drug treatment, proliferation assays, senescence staining, and flow cytometry are described in detail in the Supplementary Methods.

### Single-cell cloning

DA3/EPOR cells were treated with Dox or vehicle control (ddH_2_O) for 24 h and allowed to recover for 24 h in drug-free media. A serial dilution was performed and single cells were seeded into wells of a 96-well plate. All wells were assessed for colony formation every 3 days. Colonies were defined as ≥5 cells in a well. Cells in wells containing colonies were manually counted directly under the microscope or on imageJ.

### RNA expression

RNA expression was measured by qRT-PCR using the primers listed in the Supplementary Methods.

### RNA-seq analysis

RNA-sequencing (RNA-seq) libraries were constructed from RNA isolated from DA3/EPOR cells and subjected to Illumina sequencing and analysis as described in the Supplementary Methods.

### Protein expression

Protein expression was measured by immunoblotting using the antibodies listed in the Supplementary methods.

### Polysome analysis

Polysome profiling was performed by fractionation as described (https://bio-protocol.org/e833). The procedure is described in detail in the Supplementary Methods.

### SA-β-gal staining

Senescence-associated β-gal (SA-β-gal) staining was performed as previously reported [47]. The procedure is described in detail in the Supplementary Methods.

### Survival analysis

Kaplan–Meier survival curves using the TCGA data were performed using Gene Expression Profiling Interactive Analysis 2 (GEPIA2). The processed BeatAML and BCLQ-Leucegene sequencing data was converted from RPKM to TPM. The log_2_(TPM + 1) was considered for the analysis, consistent with the analysis performed in GEPIA2. Leucegene RNA-sequencing data for the following samples: GSE49642, GSE52656, GSE62190, GSE66917, and GSE67039, was integrated and assessed for potential batching using principal component analysis. Multiple test corrections to control the false discovery rate using the Benjamin and Hochberg method. Kaplan–Meir survival curves were plotted for groups of patients for the binary signatures based on quartile or median cut-offs. A log-rank test was performed to determine the p-value.

### Statistical analysis

GraphPad Prism 9 was used to determine statistical significance. Two-way Student’s *t*-test (to compare means of two samples different samples), by one-way ANOVA (to compare means of more than two different samples), or by two-way ANOVA (to compare the means of samples influenced by two independent variables) was performed to determine *P* values. One-way ANOVA was followed by either Dunnett’s method (to compare multiple means to a single control mean), or Tukey’s method (to compare all means to each other). Data graphed on GEPIA2 was statistically analyzed using default GEPIA2 settings and tests.

### Research reproducibility

Computer code is available on GitHub: bhklab/leukemia-heterogeneity-analysis: Heterogeneity in leukemia cells that escape drug-induced senescence-like state (github.com)

The Leucegene data can be accessed via: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67040.

## Supplementary information

Supplementary Figure captions

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Table 1

Supplementary Table 2

Original data files

Supplementary information

Check list

## Data Availability

RNA-seq data can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186200 with the token: ezabmigiplqxded.

# Supplementary material for: Heterogeneity in leukemia cells that escape drug-induced senescence-like state
**Source:** Cell Death Dis. 2023 Aug 5;14(8):503. doi: 10.1038/s41419-023-06015-4
**Supplement:** Supplementary file 1 — Supplementary Figure captions

**Supplementary Figures**

**Supplementary Figure 1**

1. Schematic of DA3/EPOR cells being treated with Dox and EPO for 24 hr. Related to Figure 1A, C.
2. Representative images of SA-β-gal stain of DA3/EPOR cells 3 and 9 days post-treatment. DA3/EPOR cells treated with or without EPO in the presence of absence of Dox for 24 hours. Related to Figure 1A. Scale bars are shown in the bottom right of each panel.
3. Quantification of SA-βgal stain of DA3/EPOR cell 3, 6 and 9 days post-24 hour Dox treatment (senescent), and negative control (proliferating) cells maintained in media containing EPO. Error bars represent SEM, n=3 biological replicates; a minimum of 100 cells were counted for each biological replicate.
4. FACs analysis of DA3/EPOR cells and drug-recovered DA3/EPOR cells treated with Dox for 24 hr in complete media. Cells were harvested immediately after 24 hr treatment or allowed to recover for 3 days post-treatment in complete media. n=2 independent experiments. FACs analysis demonstrating granularity and cell size.
5. Cells treated as in (D) were stained with propidium iodide to measure DNA content and cell cycle profiles.
6. Schematic of DA3/EPOR cells being treated with Dox and EPO for 72 hr. Related to Figure 1D-E.

**Supplementary Figure 2**

1. Western blot of DA3/EPOR DD expressing clones. FL393 p53 polyclonal antibody shows stabilization of full length wt-p53 and high expression of DD fragments in C16, C18 and C19 clones. β-actin was used as a loading control. n= 2 independent experiments.
2. Representative images of SA-β-gal stain of DA3/EPOR p53 dominant-negative expressing clones C16, C18 and C19, and pcDNA empty vector control, 0, 3 and 9 days post-24 hr Dox treatment. Related to Figure 1F. Scale bars are shown in the bottom right of each panel.
3. Proliferation of DA3/EPOR treated with DMSO or 10 μM nutlin-3a for 72 hr in the presence or absence of EPO. Cells were counted every 3 days.
4. SA-β-gal staining of DA3/EPOR cells treated with DMSO or with10 μM Nultin-3a for 72 hr in the presence of EPO. Mean ± SEM, n = 3 independent experiments; two-way student t-test. A minimum of 100 cells were counted for each independent experiment.
5. Percentage of viable senescent and proliferating DA3/EPOR DD-expressing clones and pcDNA control cells after having EPO withdrawn for 48 hr relative to cells maintained in EPO containing media. Mean ± SEM, n = 4 independent experiments for pcDNA, C16 and C19, n=3 for C18; two-way ANOVA.

**Supplementary Figure 3**

Viability of escaped clones (XC2, XC11, XF9. And XF10) and parental DA3/EPOR cells treated with nultin-3a relative to DMSO treatment. Mean ± SEM, n = 3 independent experiments; two-way ANOVA.

**Supplementary Figure 4**

1. Percentage of wells containing new colonies of naïve clones. Mean ± SEM, n = 3 independent experiment.
2. Pie chart showing proportions of when new expanding clones were detected (related to supplementary figure 4A).
3. Rates of proliferation of randomly selected expanding colonies. Related to supplementary figure 4A. n=3 independent experiments.

**Supplementary Figure 5**

1. Representative images and quantification of SA-βgal stain of OCIM2 cell 3, and 12 days post-24 hour 0.25μM DNR treatment and negative control (naïve) cells. Mean ± SEM, n = 3 independent experiments; two-way ANOVA. A minimum of 100 cells were counted for each independent experiment.
2. Proliferation curves of OCIM2 cells treated with 0.25μM DNR for 24 hr or vehicle control (ddH_2_O). After 24 hr treatment, cells were maintained in drug-free media. Cells were counted every 2 days. Mean ± SEM, n = 3 independent experiments.
3. Quantification of SA-βgal stain of naïve and drug-recovered OCIM2 cell 3 days post-24 hr DNR treatment. A minimum of 100 cells were counted for each sample. Mean ± SEM, n = 4 independent experiments; two-way ANOVA. A minimum of 100 cells were counted for each independent experiment.
4. Naïve and drug-recovered OCIM2 cells were treated with 0.25μM DNR for 24 hr or vehicle control (NC). Viability was measured after 24 hr treatment, 3 days post-treatment and 7 days post-treatment. Mean ± SEM, n = 3 independent experiments; two-way ANOVA. A minimum of 100 cells were counted for each independent experiment.

Statistical significance is shown by ns, not significant, *P<0.05, ****P<0.0001.

**Supplementary Figure 6**

1. Percentage of wells containing new colonies of naïve clones. Mean ± SEM, n = 3 independent experiment.
2. Pie chart showing proportions of when new expanding clones were detected (related to supplementary figure 6A).
3. Rates of proliferation of randomly selected expanding colonies. Related to supplementary figure 6A. n=3 independent experiments.

**Supplementary Figure 7**

1. Heat map displaying RNA-seq regulation of Coppé’s senescence-associated secretory gene set (20) in proliferating, senescent and drug-recovered DA3/EPOR cells.
2. Representative images and quantification of SA-βgal stain of human AML4, AML5 and OCIM2 cells 72 hours post-24 hour Dox treatment (senescent), and negative control (proliferating) cells. Student t-test was performed to determine statistical significance (n= 3 biological replicates). Scale bar shown in bottom right.
3. Diameter of NC and Dox treated OCI-AML4, OCI-AML5 and OCIM2 cells measured from 3 independent experiments (OCI-AML4 Proliferating n= 162, OCI-AML4 Senescent n=167; OCI-AML5 Proliferating n=160, OCI-AML5 Senescent n=161; OCIM2 Proliferating n=156, OCIM2 Senescent n=179). A minimum of 50 cells were measured for each independent experiment. The red line indicates the median diameter. Student t-test was performed using the means of each independent replicate; n= 3 biological replicates.
4. Relative mRNA expression of C3 by qRT-PCR of Proliferating and Dox-treated OCI-AML4 and OCIM2 cells. Mean ± SEM, n = 3 independent experiments; Two-way student t-test.
5. Quantification of SA-βgal stain of human AML5 and OCIM2 cells 72 hours post-24 hour DNR treatment (senescent), and negative control (proliferating) cells. Mean ± SEM, n = 3 independent experiments; Two-way student t-test. A minimum of 100 cells were counted for each independent experiment.
6. Diameter of NC and DNR treated OCI-AML5 and OCIM2 cells measured from 3 biological experiments (OCI-AML5 Proliferating n= 167, OCI-AML5 Senescent n=158; OCIM2 Proliferating n= 167, OCIM2 Senescent n= 147). A minimum of 100 cells were measured for each independent experiment. The red line indicates the median diameter. Student t-test was performed using the means of each independent replicate; n= 3 biological replicates.

Statistical significance is shown by ns, not significant, *P<0.05, **P<0.01, ***P<0.001.

**Supplementary Figure 8**

Viable proliferating and senescent (3 days post-Dox or DNR treatment) OCIM2 cells treated with increasing concentrations of chloroquine (CQ) or vehicle control for 48hr. The dashed red line indicated the initial number of cells seeded prior to treatment. Mean ± SEM, n = 6 independent experiments for proliferating cells, n = 3 for senescent cells obtained after Dox treatment, n = 3 for senescent cells obtained after DNR treatment; one-way ANOVA.

**Supplementary Figure 9**

A-E) Kaplan-Meier survival curves were generated using the BeatAML cohort.

1. Overall survival of AML patients segregated based on top and bottom 3 quartiles of high and low expression of the DA3/EPOR senescent signature (Figure 3D; Supplementary Table 1).
2. Overall survival of AML patients segregated based on median high and low expression of the Casella senescent signature (30). Antisense and LINC RNAs were excluded from the analysis (Supplementary Table 1).
3. Overall survival of AML patients segregated based on median high and low expression of the Fridman senescent signature (Supplementary Table 1; 28).
4. Overall survival of AML patients segregated based on top and bottom 3 quartiles of high and low expression of the Purcell senescent signature. CCDC80, CLDN1, GMPR, ITGB3, NEGR1, ODZ2, and SCN3A were excluded from the analysis, as they were upregulated in control cells (Supplementary Table 1; 29).
5. Overall survival of AML patients segregated based on on top and bottom 3 quartiles high and low expression of the Duy senescent signature (Supplementary Table 1; 6).

**Supplementary Figure 10**

1. Overall survival of Adrenocortical carcinoma (ACC), Bladder Urothelial Carcinoma (BLCA), Brain Lower Grade Glioma (LGG), Cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), Liver hepatocellular carcinoma (LIHC), Lung squamous cell carcinoma (LUSC), Kidney renal papillary cell carcinoma (KIRP), Mesothelioma (MESO), and Uveal Melanoma (UVM) patients segregated based on the median high and low expression Fridman’s senescent signature (Supplementary Table 1).
2. Disease-free survival of ACC, BLCA, and LGG patients segregated based on the median high and low expression Fridman’s senescent signature (Supplementary Table 1).

**Supplementary Figure 11**

RNA expression of EPOR in AML derived tumour (T) samples (N=171) compared to normal (N) bone marrow samples (N=70). GEPIA2 was used to generate expression data using tumour data from TCGA and normal tissue data from the Genotype-Tissue Expression (GTEx) project.

**Supplementary Figure 12**

Unedited westernblot images of the empty vector pcDNA DA3/EPOR cells, and DD expression clones (C16, C18, and C19) from left to right from the ladder. Images used as representative westernblot of p53 and 𝛽actin corresponding to Supplementary Figure 2A. Red arrows point to full-length p53 and DD fragments. Yellow arrow points to 𝛽actin.

**Supplementary Figure 13**

Unedited westernblot images of naive proliferating, senescent and drug recovered DA3/EPOR cells, in order from right to left of the ladder. Highlighted in red are the images used as representative c-myc and 𝛽-actin corresponding to Figure 4C. Highlighted in yellow is a biological replicate ran on the same gel, demonstrating similar results.

**Supplementary Figure 14**

Raw unedited western blots of polysome profile fraction of naive, senescent, and drug-recovered DA3/EPOR cells corresponding to Figure 4F.

# Supplementary material for: Heterogeneity in leukemia cells that escape drug-induced senescence-like state
**Source:** Cell Death Dis. 2023 Aug 5;14(8):503. doi: 10.1038/s41419-023-06015-4

Supplementary Figure 12.

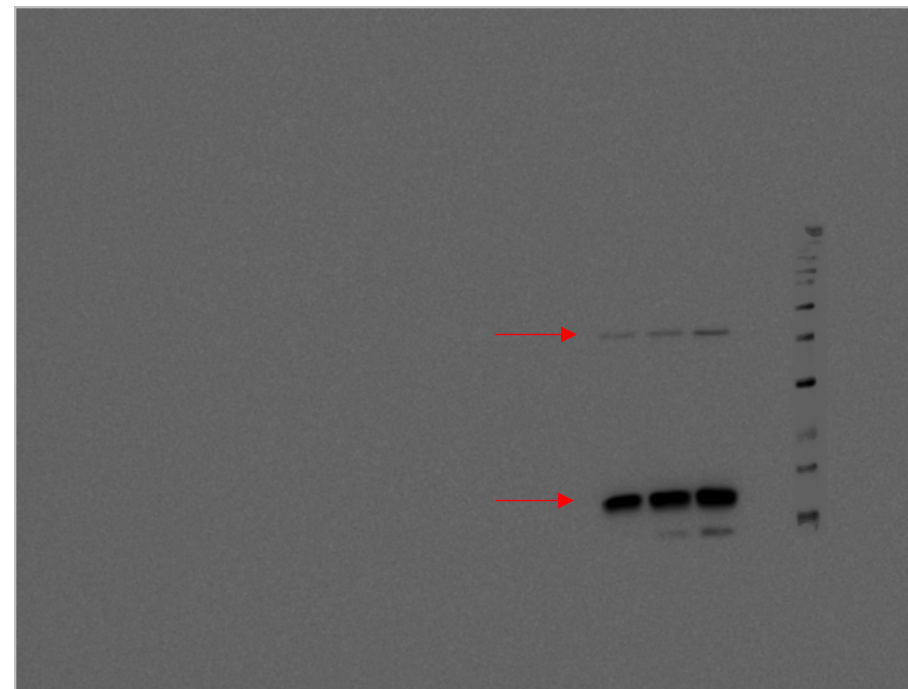

FL393 (p53)

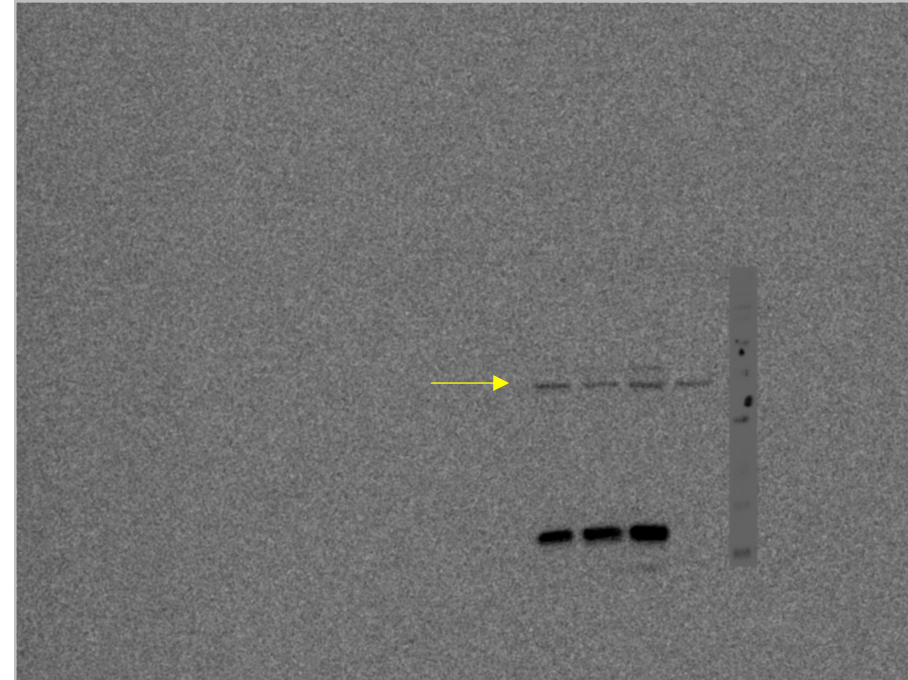

$\beta$ actin

Supplementary Figure 13.

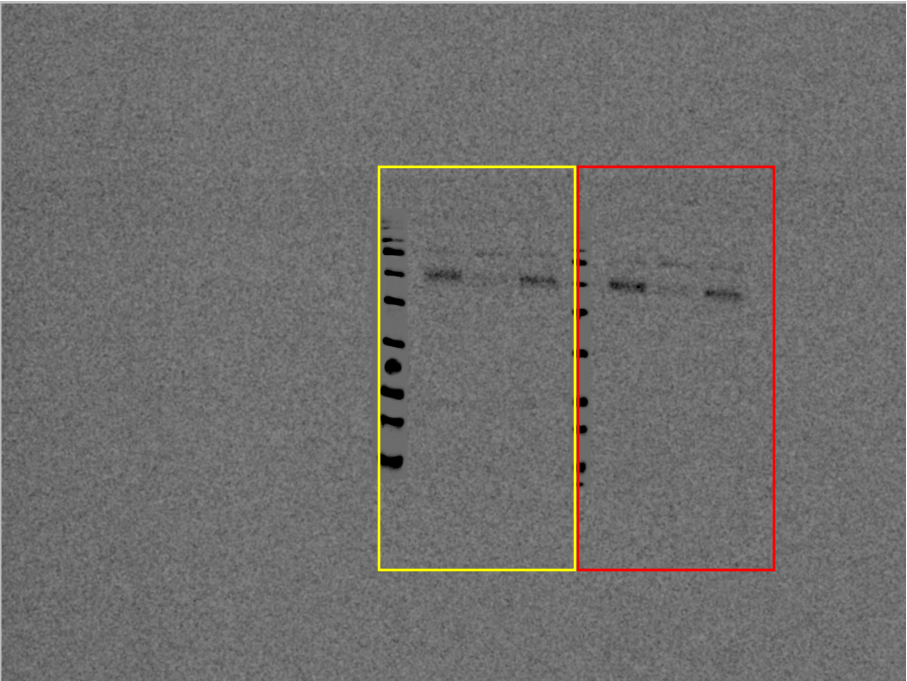

cMyc

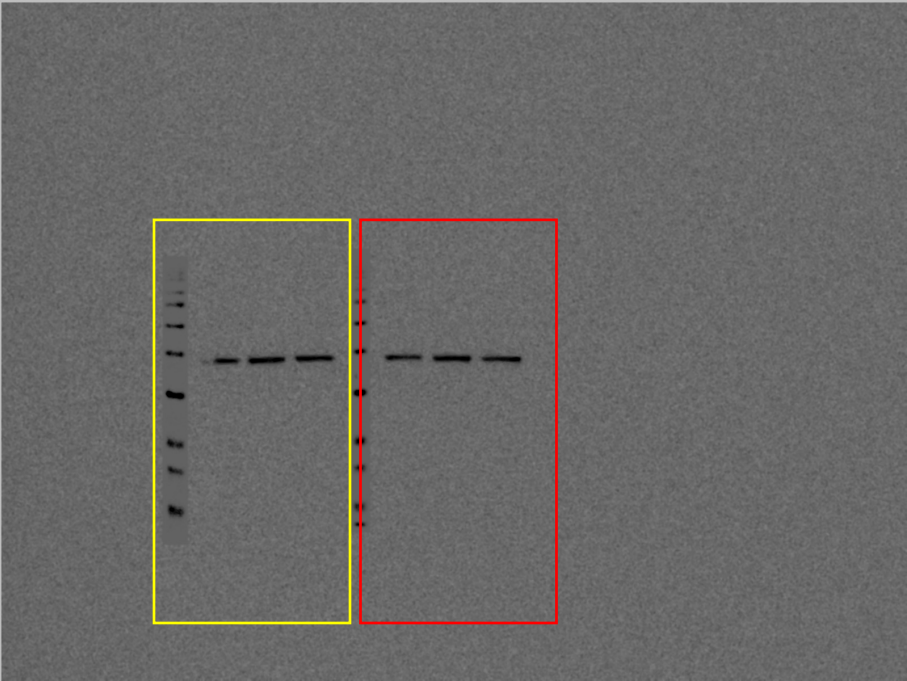

$\beta$ actin

Supplementary Figure 14.

**RPS6 (28.7 kDa)**

Naive

Senescent

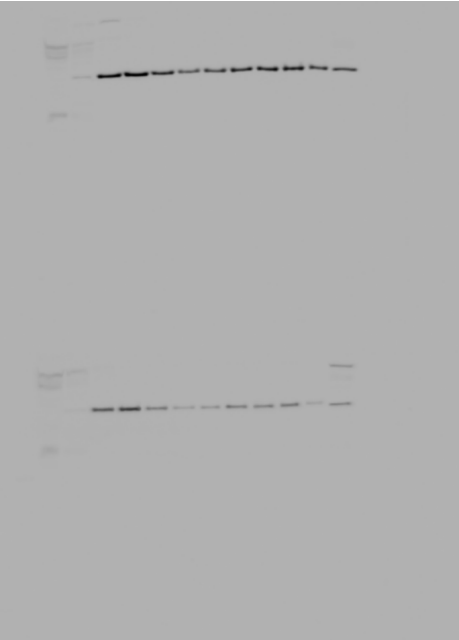

**RPL9 (21.9 kDa)**

Naive

Senescent

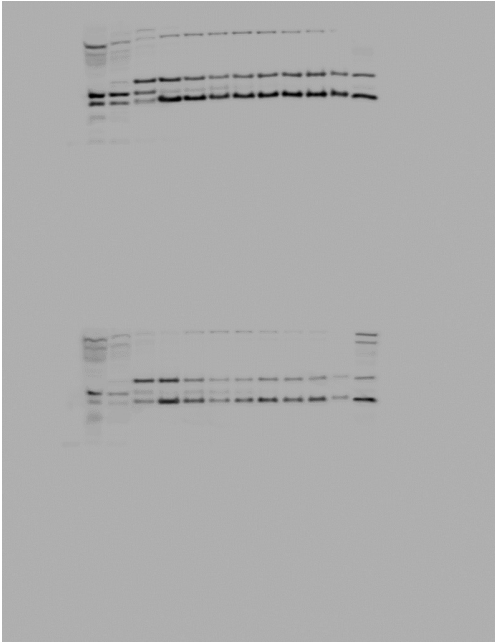

Naive

drug-recovered

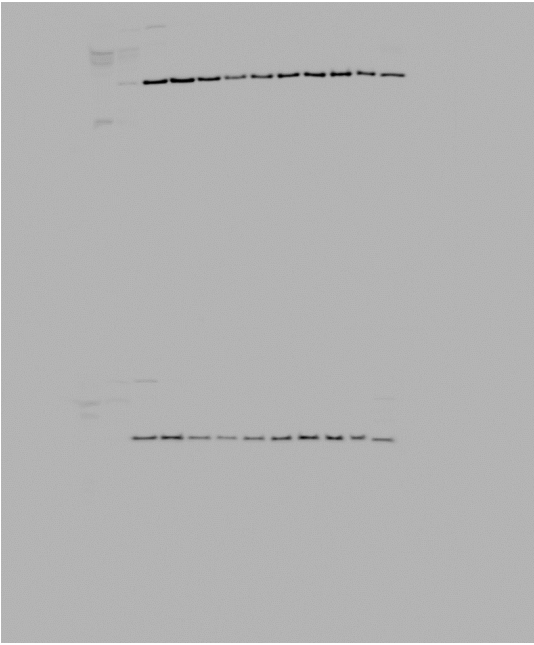

Naive

drug-recovered

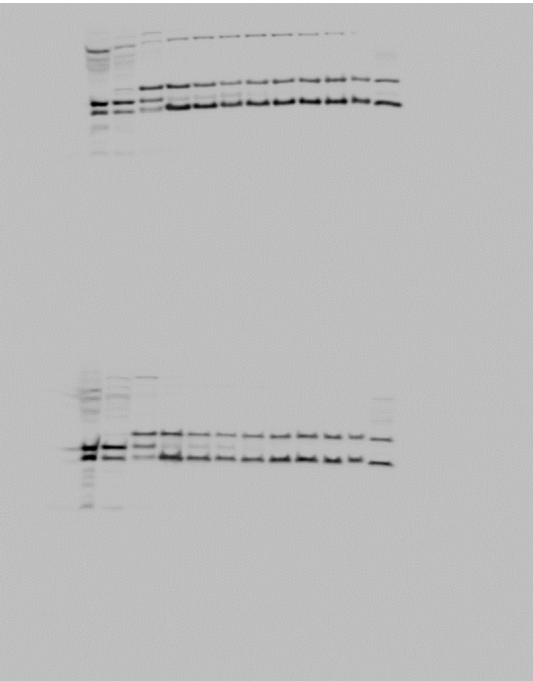

**Supplement:** Supplementary file 15 — Original data files

How the deposited data were processed for this re-analysis (not part of the article)

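Poly(A) RNA of DA3/EPOR cells was sequenced in naïve cells, in senescent cells 3 days after treatment and in drug-recovered cells 9 days after treatment, with 3 samples of each, where treatment was 200 ng/ml Dox for 24 h. The authors deposited whole-number counts of reads per gene under Ensembl gene identifiers, without normalization, as 1 table per sample and 1 table of all samples. The 9 columns of the latter were identical to the sample tables, and 0 columns were left unused. The paper's text refers to its Supplementary Methods for RNA sequencing and does not name the aligner, the counting program, the genome build or whether counting used strand. Symbols, positions and Entrez identifiers were taken from GENCODE M21 (GRCm38) by Ensembl identifier, and 55141 identifiers had a symbol there. Between 0.0229% and 0.0380% of the counts of a sample fell on identifiers without one. Total counts per sample ran from 19104025 to 25294007, the 10 most abundant genes took between 4.61% and 7.06% of them, and mitochondrial genes between 2.35% and 3.79%.

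Counts were analysed in R 4.3.3. Differences between groups were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15), with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05 on the adjusted p. All 9 samples entered 1 fit without a replicate block. The comparisons were senescent against naïve, drug-recovered against senescent and drug-recovered against naïve cells. The log2 CPM values used a prior count of 2. A group was taken as at the floor where each of its samples had at most 3 counts, and a fold against it was computed against 3 counts. Floors and limits cover counting error only. A list's median is given also with such genes set to their bound, or to 0 where both groups compared were at the floor, where that changes it. For the correlations between comparisons that share samples, all 9 libraries were drawn anew 20 times with the estimated dispersions, with the 3 groups alike or with 1 group like another. Each gene had the same dispersion in every group of these simulations, unlike in the data. This form of the simulation replaced an earlier, faulty form after values of that form had been seen.

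Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with fry and with a correlation estimated from the samples as alternatives. That correlation was estimated over all 9 samples in every comparison, so it also reflects the group that is not compared. The adjustment covered 25 lists. From the paper came the Fridman senescence genes (77 names) and the genes up (116) and down (642) in diapause. The other lists were compiled by hand from general knowledge and are not the Hallmark, KEGG or gene ontology collections or the table of SASP factors that the paper cites: SASP factors (65), lysosome (90), proteasome (34), immunoproteasome (5), aminoacyl-tRNA synthetases (55), translation initiation factors (40), ribosome biogenesis (111), cytosolic ribosomal proteins (79), Myc target genes (67), mTORC1-responsive genes (70), p53 target genes (45), cell adhesion molecules (81), coagulation and complement (82), interferon-stimulated genes (72), NF-kB and TNF response genes (92), DNA replication and E2F targets (67), mitosis (72), oxidative phosphorylation (92), macrophage markers (27), neutrophil granule markers (18), mast cell and basophil markers (17) and erythroid markers (22). Names were matched to symbols without regard to case, or to 1 unambiguous synonym, and a gene listed under more than 1 name was counted once. Reactome sets of mouse genes were those of fgsea 1.28.0, with 10 to 300 tested genes. Normalized enrichment scores were computed with fgsea with 10000 permutations of genes on the signal-to-noise ratio of log2 CPM, the ranking named in Fig. 3D and 4A, with GSEA's lower limit of 0.2 of the mean on the SD. Lists of amino acid response genes (32), endoplasmic reticulum chaperones (20) and heat shock genes (10) were compiled after the data had been seen and leave out the genes whose values had prompted them.

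The genes named are those the paper names for DA3/EPOR cells, the 5 with the largest increase and the 5 with the largest decrease in each comparison among genes past the threshold with a mean of at least 10 CPM over all samples and groups that did not overlap, the 3 members of each list with the largest change in its direction, the 5 genes of the DA3/EPOR signature with the largest increase, and the 5 genes of drug-recovered cells farthest above and the 5 farthest below the range between naïve and senescent cells. Ranking used fitted fold changes, which for genes at the floor depend on the prior count. This rule, the design, the samples and the alternatives were set before the data were examined, apart from 1 ranking without the lower limit on the SD, which was added afterwards. The lists compiled by hand other than the 3 named last above were also written beforehand. Other genes named are marked as chosen after their values were seen.

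The alternatives were RLE size factors, library size only and upper quartile scaling in place of TMM, the Wald test of DESeq2 1.42.0 and limma-voom in place of edgeR's test, no filter and at least 10 counts in every sample in place of filterByExpr, a fit of only the groups compared, a replicate block, and each sample left out in turn. For gene lists, the ranges of the adjusted p over the alternatives do not include the fits with a sample left out. For single genes they do. Other rankings were tried for the enrichment scores. Another prior count and CPM without the logarithm were tried for the positions, and other numbers of genes for the principal components. The edgeR test was checked on counts simulated from the real means and library sizes for 13080 genes, 200 of them changed. Of these, 87% were recovered with 6 unchanged genes called (3.33% of calls), and 0 genes were called at the adjusted threshold in a comparison without changes. Of 20 simulated sets, 1 of them changed, camera called only the changed set. The simulated genes were independent and had the same spread in every group. The check therefore does not show how errors are controlled where groups spread unlike, as in drug-recovered against naïve cells. On the same 13080 genes DESeq2 recovered 92.5%, with 46 unchanged genes called (19.9% of calls) and 9 calls in the comparison without changes. No pair of samples of a group differed by as little as counting noise alone, since the chi-square per degree of freedom between replicates, over genes with at least 20 counts, ran from 3.73 to 183. The other cell lines, the patients' data, the survival analyses, the qRT-PCR and the protein measurements were not analysed here.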

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

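All tests of this part were chosen only after the result they test was seen, and some limits that decide them were set after values had been seen.

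In drug-recovered cells 1500 genes lay outside the range between naïve and senescent cells, with an adjusted p under 0.05 in edgeR's test against both and the same direction in both, 995 above and 505 below. The paper does not discuss these genes. Among those above, Tet1 was higher than in senescent cells by 4.50 and than in naïve cells by 3.87 on the log2 scale, and Grin1, at the floor in both, was at least 14.0-fold higher than in naïve cells. Gm16754, an antisense gene whose counts are uncertain where counting did not use strand, was at least 16.7-fold higher than in naïve cells, and Tlr12 was higher than in naïve cells by 4.09. Among those below, Fosl1 fell by 2.57 from senescent cells and fell by 2.04 from naïve cells, Cx3cr1 was at the floor in drug-recovered cells and at least 12.9-fold higher in senescent cells, and C1ra, whose reads can be shared with a paralog, fell by 2.13 from naïve cells. Smpdl3b fell by 2.44 from senescent cells and by a log2 fold change of -1.66 from naïve cells, the latter not past the threshold without naïve replicate 1, 2 or 3 or senescent replicate 1, 2 or 3 or drug-recovered replicate 2 or 3 (adjusted p from 0.0733 to 0.130, edgeR). The number depended on the samples in the fit: it was 386 without naïve replicate 3, 4620 without drug-recovered replicate 1 and 397 when only the groups compared were fitted, and 2021 with library size only (1779 above and 242 below). Drug-recovered samples that mixed naïve-like and senescent cells would lie between them, and 20 simulations of such mixtures gave 5.90 genes outside on average and at most 14. The simulations gave every group the same spread. In the data the biological coefficient of variation was 0.293 in drug-recovered, 0.0595 in senescent and 0.0379 in naïve cells. The simulated shares were also taken from positions on the log2 scale. These simulations therefore cannot exclude a mixture as the whole cause. With GC content and gene length trends removed from each library 1357 genes lay outside, which argues against such trends as the whole cause. Reads from other cells and a sequencing batch, which the labels do not give, were not tested. A state of drug-recovered cells that differs from both others, by recovery, selection or time in culture, stays open as well, and so does the part of these calls that rests on single samples.

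Relative to naïve cells, 458 genes changed in opposite directions in senescent and in drug-recovered cells, 207 higher in senescent and lower in drug-recovered cells and 251 the other way. Each had an adjusted p under 0.05 in edgeR's tests against naïve cells and also between drug-recovered and senescent cells, which tests the difference itself, and all of them belong to the genes outside the range. Spp1 was higher in senescent cells by 2.54 and fell by 1.77 from naïve to drug-recovered cells. Aldh1l2 fell by 3.36 in senescent cells and was higher than in naïve cells by 3.53 in drug-recovered cells, the latter not past the threshold without naïve replicate 3 (adjusted p = 0.0507, edgeR; over the alternatives from 1.88e-11 to 0.0673), and with limma-voom neither was. The number was 90 without naïve replicate 3, 1576 without drug-recovered replicate 1 and 170 when only the groups compared were fitted. With library size only it was 632, of which 117 were higher and then lower and 515 the other way. At most 14 genes lay outside the range in the simulated mixtures, but these gave every group the same spread, so they cannot exclude a mixture as the whole cause. Whether recovery, selection or time in culture lies behind these genes was not tested.

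A list of amino acid response genes, which the paper does not discuss, was higher in drug-recovered than in naïve cells, with a median log2 fold change of 0.95. Of 27 tested genes 19 were higher at an adjusted p under 0.05 (edgeR), 7 without naïve replicate 3 and 8 without drug-recovered replicate 3. The medians of drug-recovered replicates 1, 2 and 3 were 0.11, 1.17 and 1.27 relative to the naïve mean, so the rise was small in replicate 1, and without drug-recovered replicate 1 the median log2 fold change was 1.26. In senescent cells the list was lower than in naïve cells, with a median of -0.70. Of 10000 random lists matched on mean expression 0 had as high a median (permutation p = 1.00e-04, the smallest that this number of lists can give), which argues against a general rise of genes of this level; their highest median was 0.42. Residual senescent cells would not raise a list that is lower in senescent cells, and its median was 1.41 above them. With GC content and gene length trends removed the median was 0.97. Endoplasmic reticulum stress raises chaperones too, and their median was -0.63 over 19 genes, with -0.10, -0.71 and -1.18 in drug-recovered replicates 1, 2 and 3 and -0.95 without replicate 1 or -0.39 without replicate 3. Heat shock genes, 7 tested, had a median of -0.91. A response of drug-recovered cells to low amino acids or another stress, or the state of the culture medium on the day of sampling, may lie behind the list and was not tested.

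More genes were detected in senescent than in naïve cells. After all libraries were thinned to the lowest total, 19421, 19209 and 19255 genes had a count in senescent replicates 1, 2 and 3, 16384, 16185 and 16045 in naïve and 16567, 17897 and 17775 in drug-recovered replicates, and the lowest senescent sample exceeded the highest naïve sample by 2825 genes. Library size therefore does not account for the difference. Reads from genomic DNA would fall on silent genes of every kind. From the rate of counts per kilobase on 1414 olfactory and vomeronasal receptor genes that were silent in naïve cells, at most 651 of 7766 other coding genes silent in naïve cells would have been detected in a senescent sample, against 1945, 1838 and 1766 observed, which argues against genomic DNA as the whole cause, while a part of the additional genes is open to it. For drug-recovered replicates 1, 2 and 3 the rate gave 103, 522 and 353 and 330, 797 and 637 were observed. Reads from other cells and transcription of more genes in senescent cells stay open.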

How the results depend on the processing

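The counts of genes between senescent and naïve cells and between drug-recovered and senescent cells stayed within 1.5 times their value under each alternative and without each sample, except that with at least 10 counts in every sample 2057 genes passed with a fold change over 2 between drug-recovered and senescent cells (3194 with filterByExpr) and 9 SASP genes between senescent and naïve cells, among 11359 tested genes in place of 13406.

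Fitting only the groups compared gave 1706 genes between drug-recovered and naïve cells in place of 5658, 710 with a fold change over 2 in place of 1595, and a share of 13.4% of the genes changed in senescent cells that still differed. Leaving out 1 sample at a time gave 1459 (without naïve replicate 3) to 9553 genes (without drug-recovered replicate 1), 625 to 3365 with a fold change over 2, and 12.8% to 58.7% still differing. Without naïve replicate 1 or 2 the number was 1611 or 1668, so the drop was not particular to replicate 3. The fit of all samples pools drug-recovered cells (biological coefficient of variation 0.293) with tighter groups (0.0379 in naïve and 0.0595 in senescent cells). Its number of 5658 therefore rests on a spread too small for drug-recovered cells. Whether this accounts for all of these changes was not tested.

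The correlation of the fold changes of senescent against naïve and of drug-recovered against senescent cells was -0.905 over the genes past the threshold in senescent cells, and -0.905 to -0.778 with 1 sample left out. On CPM without the logarithm drug-recovered replicates 2 and 3 lay at 12.8% and 10.2% of the naïve to senescent line. The first component took 90.1% with the 1000 most variable genes and 74.5% with all, and the next 6.87% and 18.2%. The cause was not tested.

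With the correlation estimated from the samples, camera called 9 of 25 lists (11 at an unadjusted p under 0.05) between senescent and naïve cells and 0 (0 unadjusted) between drug-recovered and naïve cells, and 0 and 0 Reactome sets (111 and 1 unadjusted). Between senescent and naïve cells this correlation also took in the drug-recovered replicates, so the loss of calls cannot be ascribed to the groups compared. Camera's adjusted p was then 0.533 for the proteasome, 0.305 for the initiation factors, 0.247 for ribosome biogenesis and 0.305 for Myc target genes. It was 0.325 for mTORC1-responsive genes, 0.0545 for coagulation and complement, 0.205 for the genes up and 0.604 for the genes down in diapause. Each was the highest of its alternatives with no replicate left out. The lowest of these were, in the same order, 2.80e-09, 7.76e-12, 9.72e-33, 1.62e-22, 3.26e-09, 8.20e-13, 7.93e-06 and 7.93e-06. By fry the genes down in diapause had an adjusted p of 0.0851 between senescent and naïve cells, and the Fridman genes 0.0119 between drug-recovered and naïve cells (alternatives from 0.0119 to 0.394), while 655 and 487 Reactome sets passed in place of 343 and 277. The alternatives for the set tests between drug-recovered and naïve cells without 1 sample called from 14 to 17 lists.

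The enrichment score of the genes down in diapause in senescent cells changed sign to -2.06 with CPM without the logarithm, -1.50 with the signed square root of F, -1.19 with at least 10 counts in every sample and -2.16 without the lower limit on the SD. The adjusted p values (fgsea) were 0.111, 0.00926, 0.2 and 0.00677 in this order. In drug-recovered cells the score of the genes up in diapause passed an adjusted p of 0.05 by gene permutation at 2.06 with CPM without the logarithm, 2.16 with the signed square root of F, 1.74 with the log2 fold change, 1.49 with no filter, 1.57 with at least 10 counts in every sample and 1.90 without the limit on the SD. That of the genes down in diapause passed at -3.22, -3.27 and -2.89 with the first, the next and the last of these rankings. The ranking by log2 fold change gave no score for the genes down in diapause. The ranking without the limit was chosen after seeing the data. It differs from the main ranking in the limit alone, so on log2 CPM this limit turned the sign in senescent cells. The cause of the other changes was not tested.

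Among single genes, the log2 fold change of C3 in drug-recovered against naïve cells was 0.10 with library size only and 0.0457 with upper quartile scaling (-0.15 to 0.0636 with 1 sample left out), that of Rpl9 0.0622 and 0.00711, and that of Rps6 in drug-recovered against senescent cells 0.0463 with library size only. With 1 sample left out Trp53 in drug-recovered against senescent cells ran from -0.11 to 0.14 and Icam1 in drug-recovered against naïve cells from -0.12 to 0.18. The next counts cover only the named genes and the gene list tests outside the main results. Gene counts, positions, enrichment scores and the lists tied to the paper's claims are not in them. Library size only left 181 the same and 4 stronger and 5 weaker and 3 reversed, upper quartile 185 the same and 4 stronger and 2 weaker and 2 reversed, RLE 191 the same and 2 stronger, DESeq2 152 the same and 5 stronger, limma-voom 153 the same and 4 weaker, no filter 188 the same and 3 stronger and 2 weaker and only the groups compared 174 the same and 4 stronger and 13 weaker. Without drug-recovered replicate 1 the numbers were 176 the same and 11 stronger and 3 weaker and 3 reversed, and without naïve replicate 3 they were 180 the same and 13 weaker. Of the list tests among them, camera with the estimated correlation left 14 the same and 22 weaker. Scaling also moved the split of calls: with library size only 5939 and with upper quartile scaling 5799 genes differed between drug-recovered and naïve cells, and a larger share of them was higher in drug-recovered cells than with TMM, as was the case with library size only between drug-recovered and senescent cells. The median log2 fold change of all genes with TMM was 0.0231 between drug-recovered and naïve, 0.0232 between drug-recovered and senescent and 0.0271 between senescent and naïve cells. With library size only the first and the next were 0.18 and 0.23, with upper quartile scaling the first and the last 0.12 and 0.11, and with no filter the last 0.31. Library size only also moved the medians of lists in drug-recovered against naïve cells, to -0.08 for mitosis, -0.28 for oxidative phosphorylation, -0.28 for the genes down in diapause, -0.19 for mTORC1-responsive genes, 0.43 for coagulation and complement and 0.37 for the Fridman genes.

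Replicate numbers did not pair the samples: the deviations of samples with the same number from their group means had a correlation across genes of -0.171 to 0.0283. With a replicate block 8449, 6854 and 4641 genes passed in the 3 comparisons, none more than 1.5 times from the fit without it. Within them, 162 genes were lower in senescent and higher in drug-recovered than in naïve cells in place of 251, and 20 in place of 32 oxidative phosphorylation genes and 7 in place of 11 mitosis genes were lower in drug-recovered than in naïve cells.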

Differences from the paper's values

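The enrichment score of the Fridman senescence genes in senescent cells was 1.47, against the paper's value of about 2.0 in Fig. 3D, read by eye. Of the alternatives set before the data were examined, CPM without the logarithm (1.96) and the signed square root of edgeR's F (1.99) reached it at 2 digits, and log2 fold change (1.64), no filter (1.58) and at least 10 counts in every sample (1.67) did not. The ranking without the lower limit on the SD, chosen after seeing the data, gave 2.04.

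For the genes up in diapause the score was 1.43, against the paper's value of about 2.0 in Fig. 4A, read by eye. None of the alternatives set before the data were examined reached it: CPM without the logarithm gave 1.92, the signed square root of F 1.81, log2 fold change 1.65, no filter 1.48 and at least 10 counts in every sample 1.69. The ranking chosen after seeing the data gave 1.91.

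For the genes down in diapause the score was 0.44, against the paper's value of about -1.8 in Fig. 4A, read by eye, and none of the alternatives set before the data were examined reached it: -2.06 with CPM without the logarithm, -1.50 with the signed square root of F, -1.19 with at least 10 counts in every sample and 0.61 with no filter. The ranking chosen after seeing the data, which differs from the main ranking only in the lower limit on the SD, gave -2.16 (adjusted p = 0.00677, fgsea).

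The paper states that C3 remained elevated by qRT-PCR in drug-recovered cells at this time, whereas its log2 fold change here between drug-recovered and naïve cells was -0.06 (adjusted p = 0.722, edgeR), and positive without drug-recovered replicate 1 (0.0636). The paper states that c-Myc protein was lower in senescent cells and back to normal levels in drug-recovered cells. The log2 fold change of Myc mRNA was -0.16 in senescent against naïve cells (adjusted p = 0.221, edgeR), past the threshold when only these groups were fitted or without drug-recovered replicate 1 (adjusted p = 0.00516, edgeR; over the alternatives from 0.00283 to 0.496), and -0.44 in drug-recovered against naïve cells (adjusted p = 0.0183, edgeR), not past the threshold without naïve replicate 1, 2 or 3 or drug-recovered replicate 2 or 3 (adjusted p up to 0.0660, edgeR; over the alternatives from 7.47e-07 to 0.0660). The legend of Fig. 3C names a fold change over 2 beside the FDR, but the numbers printed in it equal those found here with the adjusted p alone.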

Other observations

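Apart from the splits of the samples and the GC and length test of the genes that differ between senescent and naïve cells, the tests of this part were chosen only after the result was seen, and some limits that decide them were set after values had been seen.

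Other splits of the 6 samples of a comparison were tested, 10 in each, of which 1 is the real one, so no share under 0.1 can be reached and the splits cannot exclude that a grouping arose by chance. Only the real split, 1 of 10, gave as many genes as observed at an adjusted p under 0.05, alone and with a fold change over 2, and as many higher SASP genes, in each of the 3 comparisons. For the gene lists, 8 of 10 splits gave as many between senescent and naïve cells, 6 of 10 between drug-recovered and senescent cells and 2 of 10 between drug-recovered and naïve cells. For the Reactome sets the numbers were 1, 6 and 1 of 10. Between drug-recovered and senescent cells the real split gave 21 lists and 262 Reactome sets, and mixed splits gave up to 23 and 320. The counts of lists and sets for that comparison were added after the data had been seen. With the preset correlation of camera mixed splits called many sets, though at most 1 gene passed in any of them. No mixed split of the 6 samples is balanced, so each keeps a part of the real difference in every gene. Camera compares the genes of a set with the other genes, so a part of the difference can call the same sets. The splits therefore cannot test the numbers of lists and sets. Whether the preset correlation adds to these calls was not tested.

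Drug-recovered replicates lay at different distances from naïve cells, the largest 2.33 times the smallest. With the GC trend removed this ratio was 2.31, with the length trend removed 2.31, with all libraries thinned to the lowest total 2.31 and without the most abundant genes 2.33, so none of these alone accounts for it. A share of residual senescent cells would be the same for every class of genes on the linear CPM scale. Its median in drug-recovered replicates 1, 2 and 3 was 4.82, 23.8 and 17.1% from 1000 genes higher in senescent cells, 23.2, 74.5 and 63.5% from 1223 genes lower in them and 0.345, 1.41 and 1.06% from 21 genes almost silent in naïve cells, which argues against a share of senescent cells as the whole cause. A different degree of recovery between the replicates, or of time since proliferation resumed, stays open as untested.

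GC content and gene length did not account for the difference between senescent and naïve cells: over 13392 genes 8790 were past the threshold before and 8897 after removing these trends, 8186 of them in the same direction both times. Between drug-recovered and naïve cells the numbers were 5652 and 5609.

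Macrophage markers were higher in senescent than in naïve cells, with a median log2 fold change of 3.43 over 20 tested genes (camera, adjusted p = 1.65e-16). Neutrophil granule markers had a median of 5.07 over 14 genes (adjusted p = 9.66e-18, camera) and mast cell and basophil markers 2.20 over 12 genes (adjusted p = 1.68e-08, camera), while erythroid markers had 0.12 over 11 genes (adjusted p = 0.577, camera; 2.16e-05, fry). The medians of macrophage and erythroid markers differed by 3.30 (two-sided permutation p = 0.00896), which argues against an equal rise of the markers of every blood cell type. Neutrophil and mast cell markers rose with the macrophage markers, however, so a rise across myeloid markers is not excluded. Of 10000 random lists matched on expression in naïve cells 0 had a median as high as the macrophage list (permutation p = 1.00e-04, the smallest this number of lists can give), and the highest of them was 3.27. The most abundant of the macrophage markers in senescent cells, named after their values were seen, rose from 47.3 to 3842 CPM for Lyz2 and from 209.5 to 1009.7 CPM for Lgals3. Naïve cells, which are myeloid, also expressed them. A change of the leukemia cells towards a myeloid expression pattern and reads from other cells in the cultures, which were not tested, may account for the rise and stay open. In drug-recovered replicates 1, 2 and 3 the medians relative to the naïve mean were 0.17, 0.54 and 0.35 for macrophage, 0.24, 0.50 and 0.34 for neutrophil granule, 0.18, 0.34 and 0.24 for mast cell and 0.09, 0.17 and -0.03 for erythroid markers. With at least 10 counts in every sample the median of the erythroid markers in senescent against naïve cells was -0.13, and with no filter 0.94. The median log2 fold changes of the 4 lists in drug-recovered against naïve cells were 0.55 (0.00325 with the 7 genes at the floor in a group set to their bound or to 0; 0.32 with at least 10 counts in every sample; 0.35 without senescent replicate 3 and 0.36 without drug-recovered replicate 3), 0.32 (0.53 without drug-recovered replicate 1), 0.22 (0.33 without drug-recovered replicate 1) and 0.22 (0.01 without drug-recovered replicate 2; -0.08 with at least 10 counts in every sample). The value of the macrophage markers thus depends on how genes at the floor are treated.

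Between drug-recovered and naïve cells 16 of 25 lists (6 higher, 10 lower, 14 also in fry and 0 with the estimated correlation) and 277 of 783 Reactome sets (14 higher, 263 lower) were called by camera at an adjusted p under 0.05, with 0 lists at an unadjusted p under 0.05 with the estimated correlation. The lowest Reactome set was DNA Replication Pre-Initiation, with 77 genes at a median of -0.59 (adjusted p = 1.64e-11, camera; 0.0250, fry), and the highest GPCR downstream signaling, with 172 genes at 0.37, or 0.29 with genes at the floor set to their bound (adjusted p = 0.00173, camera; 0.0279, fry). Median log2 fold changes against naïve cells were 0.37 for interferon-stimulated genes (0.35 with genes at the floor set to their bound; 0.20 without drug-recovered replicate 2), 0.38 for cell adhesion molecules (0.28 with genes at the floor set to their bound; camera, adjusted p = 0.0264; 0.0781 without drug-recovered replicate 1; over the alternatives from 0.0112 to 0.394), -0.81 for DNA replication and E2F targets, -0.23 for mitosis (-0.39 without drug-recovered replicate 1) and -0.42 for oxidative phosphorylation (-0.26 without drug-recovered replicate 2). Leaving out 1 sample changed the call of camera for some lists: the SASP factors, the cell adhesion molecules and the neutrophil granule markers were not called without drug-recovered replicate 1, the neutrophil granule markers and the mTORC1-responsive genes were not called without drug-recovered replicate 2, the interferon-stimulated genes were called without drug-recovered replicate 1, and the ribosomal proteins were called without naïve replicate 2 or drug-recovered replicate 3.

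The genes with the largest change by the rule given above, beyond those of the conclusions, were the following. In senescent against naïve cells Psg23 and Slfn1, whose reads can be shared with paralogs, were at least 693-fold and 308-fold higher, Chil1 at least 403-fold, and Il1rn was higher by 8.53 on the log2 scale, while Recql4 fell by 2.65, Hirip3 fell by 2.47 and Psmc3ip fell by 2.44. In drug-recovered against senescent cells Aldh1l2 was higher by 6.89, Slc6a9 by 4.68, Soat2 by 4.39, Gpt2 by 3.59 and Pycr1 by 3.47, and Mpeg1 fell by 6.43. In drug-recovered against naïve cells Trib3 was higher by 4.98, Ddit3, which overlaps Mars on the other strand, by 4.91 and Soat2 by 4.25, while Ccnb1ip1 fell by 2.08, Gapdh, whose reads can be shared with pseudogenes, fell by 1.86, Ccne1 fell by 1.78 and Tmem109 fell by 1.74. None of these decreases was past the threshold in every fit: Ccnb1ip1 was not without naïve replicate 1, 2 or 3 or drug-recovered replicate 2 or 3 (adjusted p up to 0.0833, edgeR), Gapdh not without naïve replicate 3 or drug-recovered replicate 2 or 3 (up to 0.0919), and of the fits without 1 sample Ccne1 and Tmem109 passed only in that without drug-recovered replicate 1 (adjusted p in the others up to 0.102 and 0.114). Over the alternatives the adjusted p ran from 5.45e-10 to 0.0833, from 2.14e-04 to 0.0919, from 3.62e-09 to 0.102 and from 6.78e-09 to 0.114 (edgeR, DESeq2 or limma-voom). With limma-voom Soat2 was not past the threshold in either comparison.

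Of the other genes the paper names for DA3/EPOR cells, Epor had a log2 fold change of 0.12 in senescent against naïve cells (adjusted p = 0.526, edgeR). Over the alternatives this adjusted p ran from 0.0118 to 0.724 (edgeR, DESeq2 or limma-voom), so the lowest was past the threshold. In drug-recovered against naïve cells the log2 fold change of Epor was -0.22 (adjusted p = 0.286, edgeR). The latter was past the threshold without drug-recovered replicate 1 (adjusted p = 7.46e-06, edgeR), and ran from 7.46e-06 to 0.665 over the alternatives. Rb1 had 0.50 (adjusted p = 0.0629, edgeR; 2.93e-04 and 0.0123 without drug-recovered replicates 1 and 2; over the alternatives from 1.75e-07 to 0.159) in senescent and 0.83 (adjusted p = 0.0183, edgeR) in drug-recovered against naïve cells, the latter not past the threshold without naïve replicate 1, 2 or 3 or drug-recovered replicate 3 (adjusted p up to 0.0661, edgeR; over the alternatives from 8.41e-07 to 0.0661). Actb, a common reference gene, had 0.60 (adjusted p = 0.122, edgeR; 2.27e-07 without drug-recovered replicate 1; over the alternatives from 4.91e-09 to 0.225) and -0.91 (adjusted p = 0.0472, edgeR), the latter past the threshold, of the fits without 1 sample, only without drug-recovered replicate 1 (otherwise up to 0.144; over the alternatives from 7.03e-10 to 0.144), with 2199.7, 865 and 864 CPM in drug-recovered replicates 1, 2 and 3. Ephb4 had at most 2 counts in any sample.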
